# The unfolded protein response reverses the effects of glucose on lifespan in chemically-sterilized *C. elegans*

**DOI:** 10.1038/s41467-022-33630-0

**Published:** 2022-10-19

**Authors:** Caroline Beaudoin-Chabot, Lei Wang, Cenk Celik, Aishah Tul-Firdaus Abdul Khalid, Subhash Thalappilly, Shiyi Xu, Jhee Hong Koh, Venus Wen Xuan Lim, Ann Don Low, Guillaume Thibault

**Keywords:** Endoplasmic reticulum, Ageing, Stress signalling

## Abstract

Metabolic diseases often share common traits, including accumulation of unfolded proteins in the endoplasmic reticulum (ER). Upon ER stress, the unfolded protein response (UPR) is activated to limit cellular damage which weakens with age. Here, we show that *Caenorhabditis elegans* fed a bacterial diet supplemented high glucose at day 5 of adulthood (HGD-5) extends their lifespan, whereas exposed at day 1 (HGD-1) experience shortened longevity. We observed a metabolic shift only in HGD-1, while glucose and infertility synergistically prolonged the lifespan of HGD-5, independently of DAF-16. Notably, we identified that UPR stress sensors ATF-6 and PEK-1 contributed to the longevity of HGD-5 worms, while *ire-1* ablation drastically increased HGD-1 lifespan. Together, we postulate that HGD activates the otherwise quiescent UPR in aged worms to overcome ageing-related stress and restore ER homeostasis. In contrast, young animals subjected to HGD provokes unresolved ER stress, conversely leading to a detrimental stress response.

## Abstract (web summary)

Endoplasmic reticulum stress activates the unfolded protein response (UPR). The authors show that glucose extends the lifespan of aged animals by activating the otherwise quiescent UPR while causing a UPR-dependent reduced longevity in young animals

## Introduction

Diets of industrialised countries are enriched in processed carbohydrates and sugars that are rapidly converted into glucose, thus raising blood glucose levels promptly^1^. High blood glucose level is strongly associated with metabolic syndromes such as type II diabetes (T2D) and cardiovascular diseases consequently affecting lifespan^2,3^. First shown in young *Caenorhabditis* *elegans* adults^4,5^ and subsequently, in other model organisms, a high-glucose diet (HGD) shortens lifespan^6,7^. In contrast, calorie restriction but not malnutrition has been previously shown to increase lifespan in rodents, and later, in other model organisms, including *C. elegans*^4,8^. Based upon these observations, the highly conserved insulin/insulin-like growth factor (IGF-1) signalling (IIS) and TOR signalling pathways modulate lifespan in several organisms^9–12^. However, the broader impacts of HGD on the lifespan of post-reproductive animals remain unaddressed as prior observations on diet-related modulation of lifespan have mainly been limited to young adult animals.

Ageing is one of the most critical risk factors for the development of metabolic syndromes. Both T2D and insulin resistance have a strong association with endoplasmic reticulum (ER) stress. Upon ER stress, the unfolded protein response (UPR) is activated to limit cellular damage to adapt to stress conditions to restore ER homoeostasis. The UPR actuates multiple intracellular signalling pathways to restore ER and subsequently cellular homoeostasis. The UPR programme resolves ER stress by a transient decrease of translation, enhanced degradation of misfolded proteins and increased levels of ER-resident molecular chaperones^13–15^. However, the activation of genes through the IRE1 branch of the UPR tends to decrease, while the incidence of developing metabolic syndromes increases with age^16,17^. IRE1 has been shown to extend lifespan in a cell-non-autonomous manner by remodelling lipid metabolism and promoting lipophagy^16,18,19^. Neuropeptide signalling originating from four glial cells is postulated to regulate ER stress resistance and longevity in *C. elegans*^20^. Although stress resistance correlates with increased longevity in several model organisms, the interplay between the UPR, HGD and longevity remain poorly understood.

Ageing is also characterised by the deterioration in physiological capacity and exacerbated environmental stress–resolving mechanisms that subsequently result in susceptibility to age-related diseases^21^. Several studies correlate ageing to oxidative damage incurred by reactive oxygen species (ROS)^22–24^. These reactive compounds damage the cell by changing lipid membrane properties, cross-linking cellular proteins and causing mutagenic changes to DNA. Oxidative and ER stress converge upon some forms of ROS that can activate the UPR^25,26^. The UPR mitigates the impairment induced by cellular stress^27^; however, the efficacy of the response declines with age^16,28^. A similar trend has been observed for other homoeostatic cellular stress responses^29,30^, including autophagy^31^ and the heat shock response^32^ (HSR).

Here, we report that *C. elegans* fed a bacterial diet supplemented with 2% glucose at day 5 of adulthood (HGD-5) extend their lifespan compared to animals fed a normal diet (ND). In contrast, the lifespan of day one adult animals fed an HGD (HGD-1) was reduced, coinciding with previous reports^4,5^. A metabolic shift was observed in HGD-1 while glucose and infertility synergistically prolonged the lifespan of HGD-5, independently of DAF-16. In particular, we identified that UPR stress sensors ATF-6 and PEK-1 extended the longevity of HGD-5 animals, whereas IRE-1 exacerbated the decreased lifespan of HGD-1 worms. Based on these findings, we propose that HGD activates the otherwise quiescent UPR in aged animals to overcome ageing-associated stress and restore ER homoeostasis. In contrast, young animals subjected to high-glucose stress provokes unresolved ER stress, leading to a detrimental stress response.

## Results

### A high glucose diet extends the lifespans of aged adult animals

The shortening of lifespan by a HGD in young *C. elegans* and other model organisms is well-documented^4–7^ but little is known on aged animals. To compare the effects of HGD on the lifespan of young adults and aged worms, wild type (WT) *C. elegans* of day 1 (D1) and day 5 (D5) of adulthood were fed a diet of UV-killed *Escherichia coli* OP50 bacteria supplemented with 2% glucose (HGD-1 and HGD-5, respectively). As previously reported^5^, HGD remarkably shortened the lifespan of HGD-1 worms compared to the normal diet (ND) (Fig. 1a, Supplementary Data 1). In contrast, HGD-5 worms had a significantly extended lifespan compared to ND (Fig. 1b, Supplementary Data 1). As pharyngeal pumping declines with age^33^ and with high-glucose diet^34^, we asked whether glucose reduces bacterial uptake that may result in calorie restriction-induced longevity^4^. The pumping rate in D5 worms subjected to HGD for 24 h was comparable to ND (Fig. 1c). Subjecting D5 worms to 4 h starvation, however, increased pumping rate as previously reported^35^. To assess whether HGD influences food intake in D5 worms, we measured the change of OP50 density in liquid culture after 3 days incubation^36^ (Fig. 1d). In WT worms, bacteria levels were significantly higher in HGD-1 while slightly higher in HGD-5 when compared to ND. Next, we measured total body glucose in aged WT worms fed either the ND or HGD (Fig. 1e). As expected, HGD significantly increased the total glucose levels in D5 worms compared to ND, coinciding with previous reports for young worms fed on HGD^5^. We then performed a motility assay to test if HGD-5 worms can access and uptake nutrients adequately. Wild-type adult worms supplied with HGD at day 5 for 24 h were more agile when compared to ND, while D1 worms fed on HGD were comparable to animals fed ND (Fig. 1f). To further assess the motility of HGD-5 worms, we carried out a thrashing assay on day 10 of adulthood and found an increased rate of body bending. Conversely, we observed mobility dysfunction in HGD-1 animals (Fig. 1g). Together, our findings suggest that HGD-5 worms live longer and are vigorous with excess energy derived, at least in part, from glucose.

**Fig. 1:**
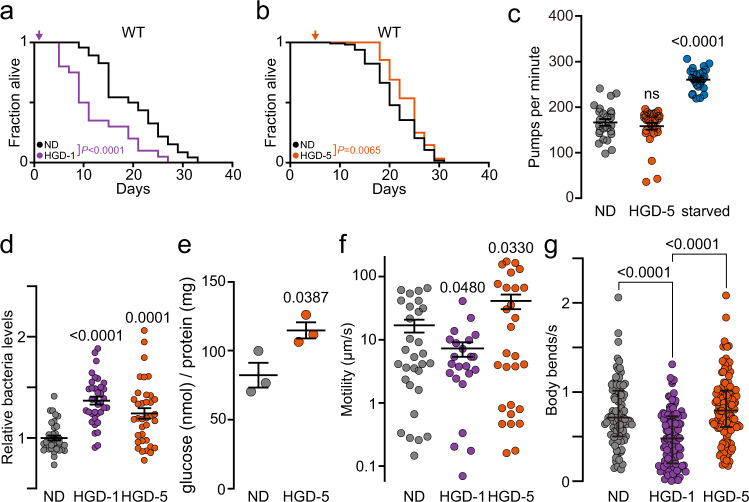
Glucose extends lifespan of aged but not of young adult worms. **a** Lifespan assays of WT nematodes fed with UV-killed *E. coli* OP50 diet (normal diet, ND) alone or supplemented with 2% glucose (high glucose diet, HGD) at 1-day old (D1, HGD-1) and **b** 5-day old (D5, HGD-5) worms (NDa, *n* = 170; HGD-1, *n* = 90; NDb, *n* = 722; HGD-5, *n* = 772 including biological replicates). **c** Pharyngeal pumping rate (ND, *n* = 25; HGD-5, *n* = 28; starved, *n* = 25), **d** Bacteria intake relative to bacteria clearance within WT ND after 3 day incubation (ND, *n* = 417; HGD-1, *n* = 424; HGD-5, *n* = 473), **e** Glucose levels inside of worms and **f** motility on bacteria-free nematode growth media (NGM) agar of worms (ND, *n* = 30; HGD-1, *n* = 23; HGD-5, *n* = 28) in D5 WT on 24 h ND, HGD or 4 h starvation. **g** Thrashing assay for WT, HGD-1 and HGD-5 worms at day 12. *P* values compared to WT on ND (ND, *n* = 91; HGD-1, *n* = 105; HGD-5, *n* = 130). *ns*, non-significant with *P* > 0.05. Data shown are the mean ± SEM. Statistical analysis was subjected to log-rank test for lifespan (**a**, **b**) or one-way ANOVA with Tukey’s test (**c–g**).

### HGD induces broader transcriptomic shifts in young than aged animals

Quantitative bulk RNA sequencing was conducted for WT animals to understand how HGD extends the lifespan of aged animals (Fig. 2a). 

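For this sequencing, N2 worms, the wild-type laboratory strain, were drawn from a single pool, according to the paper's methods. The sample labels of replicate 1 of each diet give UV-killed E. coli OP50 as food, and the paper defines ND as that food. ND worms received no added glucose, while 2% glucose was given from day 1 of adulthood in HGD-1 and from day 5 in HGD-5. The methods place the harvest of all diets at day 8 of adulthood, and each diet is represented by 6 replicate libraries, 18 in all. The authors aligned the reads with Rsubread and deposited the number of reads counted on each of 46904 WormBase genes, without normalization. Counts from separate sequencing runs are already joined in a single column per library, and the paper's text does not name the run of each library. Total counts per library were 36722866 to 39790752 in ND (median 38043395), 34211037 to 42643233 in HGD-1 (median 38730077) and 35571591 to 42240193 in HGD-5 (median 40040313). The 10 genes with most counts took 9.93% to 21.0% of a library, and the 6 vitellogenin genes alone took 1.41% to 16.0%. Libraries were therefore scaled with the trimmed mean of M-values (TMM) in edgeR, whose factors lay between 0.7059 and 1.3728. Levels are given as scaled counts (CPM), with the mean ± SD of n = 6 libraries per diet. Genes with at least 10 counts in at least 5 libraries were tested. Each comparison used edgeR's quasi-likelihood test on a model of diet fitted to all libraries, and a gene passed the threshold when its Benjamini-Hochberg adjusted p was below 0.05. Where the exons of a gene share bases with another gene, the number of shared bases is given, because the text does not say whether the counting used strand and reads could have been assigned to either gene. Gene positions are those of the WBcel235 genome.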

A single pool of synchronised worms was grown on ND to day 1 of adulthood (D1). From the same pool of worms, a subset of worms was fed HGD on day 1. The second subset of worms fed ND was subjected to high glucose at day 5 (HGD-5) of adulthood (D5). Worms fed ND, HGD-1 and HGD-5 were harvested eight days later (Supplementary Fig. 1). Overall, HGD-1 induced a global transcriptional response while the changes in regulated genes were more targeted in HGD-5 (Fig. 2b, deposited in GEO Accession number GSE182981). 

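Compared to ND, 2824 genes were higher and 2796 lower in HGD-1, and 22 were higher and 2 lower in HGD-5 (edgeR, Benjamini-Hochberg adjusted p below 0.05). At an unadjusted p below 0.05, the numbers were 7047 genes in HGD-1 and 2041 genes in HGD-5. Over all genes tested, all 6 libraries lay beyond all 6 of ND for 2021 genes in HGD-1 (14.0%) and 222 in HGD-5 (1.54%), a separation that chance gives for 0.216% of genes on average. The alternative that moved the HGD-5 numbers most was DESeq2 with the replicate number as a block, which gave 555 genes higher and 513 lower. In HGD-1, the number moved most when DESeq2 tested against a log2 fold change of 0.5, an alternative chosen after the data were seen, which gave 1388 genes higher and 1032 lower. With library size as the only scaling, 1643 genes were higher and 3119 lower in HGD-1, so that 34.5% of the changed genes were higher instead of 50.2%. Under the same scaling, the median log2 fold change of all genes went from 0.07 to −0.198 in HGD-1 and from −0.004 to −0.157 in HGD-5. Deviations from the diet means were compared between same-numbered libraries, whose mean correlation across genes was 0.11 for HGD-1 and ND (exact one-sided permutation of pairings, p = 0.193) and 0.28 for HGD-5 and ND (exact one-sided permutation, p = 0.00278). With the replicate number as a block in edgeR, 3227 genes were higher and 3848 lower in HGD-1, and 83 were higher and 39 lower in HGD-5. Among the genes whose libraries separated, F54D8.10 (WBGene00284847, III, 5094806 to 5095009) had the largest rise in HGD-1, from 0.402 ± 0.721 to 21.6 ± 22.7 CPM (SD, n = 6). The log2 fold change was 5.79 (standard error 1.04, adjusted p = 0.000403, edgeR with Benjamini-Hochberg adjustment). C04G6.2 (WBGene00015453, II, 5093231 to 5094218) rose from 0.228 ± 0.128 to 8.01 ± 7.94 CPM. This gave a log2 fold change of 5.11 (standard error 0.89, adjusted p = 0.000307, edgeR with Benjamini-Hochberg adjustment). In the other direction, tbx-38 (WBGene00006557, III, 11784082 to 11786061, 29 exon bases shared with srd-74) fell from 4.3 ± 2.0 to 0.0768 ± 0.078 CPM. The difference corresponds to a log2 fold change of −5.82 (standard error 0.78, adjusted p = 4.17e-05, edgeR with Benjamini-Hochberg adjustment). For fbxb-33 (WBGene00044314, II, 3647411 to 3648685), the 6 ND libraries held 5 to 51 counts and every HGD-1 library held 0. Replicate 6 of ND stood apart, at 0.934 CPM against 0.31 CPM for the next library. With that library included and 3 counts as the floor, fbxb-33 was at least 3.87-fold lower in HGD-1 (adjusted p = 0.000105, edgeR with Benjamini-Hochberg adjustment). Similarly, sdz-10 (WBGene00017252, II, 2771080 to 2772266) held 3 to 71 counts in ND and 0 to 1 in HGD-1, with a mean level at least 6.38-fold lower (adjusted p = 0.000127, edgeR with Benjamini-Hochberg adjustment). This bound does not hold for every library, as the lowest ND library was itself at the floor of 3 counts. Citing Fig. 2b, the paper states that the response to HGD-1 was global and that to HGD-5 more targeted.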

Compared to ND, 124 and 50 genes were upregulated and downregulated, respectively, in both HGD-treated animals. 

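Genes past the threshold on both diets numbered 21 higher and 2 lower, and none changed in opposite directions, while a single gene was higher in HGD-5 without passing the threshold in HGD-1. DESeq2 with the replicate number as a block moved these numbers most, to 511 higher and 475 lower, with 2 genes changed in opposite directions. A replicate block in edgeR gave 77 higher and 35 lower on both diets, where same-numbered libraries had a mean correlation across genes of 0.11 (HGD-1 and ND) and 0.28 (HGD-5 and ND). In the tables of comparisons that the authors deposited, 14 genes have an adjusted p below 0.05 and a higher level on both diets, and 2 a lower level. The ammonium transporter gene amt-1 (WBGene00000133, X, 4571437 to 4573914, 156 exon bases shared with C05E11.15) was at 0.522 ± 0.36 CPM in ND, 28.1 ± 20.1 in HGD-1 and 8.2 ± 7.02 in HGD-5 (SD, n = 6), higher in 6 of 6 same-numbered pairs on each diet. Its log2 fold change was 5.75 in HGD-1 (standard error 0.72, adjusted p = 2.53e-05, edgeR with Benjamini-Hochberg adjustment) and 3.97 in HGD-5 (standard error 0.67, adjusted p = 0.0128). In HGD-5, the level of phat-4 (WBGene00020237, V, 4129904 to 4130909) rose from 0.505 ± 0.2 to 4.55 ± 3.95 CPM. In edgeR, the log2 fold change was 3.15 (standard error 0.59, adjusted p = 0.0277, edgeR with Benjamini-Hochberg adjustment) against 2.65 in HGD-1. C17C3.5 (WBGene00015890, II, 5551817 to 5552335) reached 2.6 ± 1.37 CPM in HGD-5 from 0.302 ± 0.213 in ND, a log2 fold change of 3.08 (standard error 0.52, adjusted p = 0.0128, edgeR with Benjamini-Hochberg adjustment) against 3.24 in HGD-1. The level of C30G12.2 (WBGene00016274, II, 7290426 to 7291719) was 25.4 ± 10.4 CPM in ND and 6.15 ± 2.57 in HGD-5. The log2 fold change was −2.04 (standard error 0.35, adjusted p = 0.0128, edgeR with Benjamini-Hochberg adjustment) against −2.64 in HGD-1. All 3 genes changed in the same direction in 6 of 6 pairs on both diets. In HGD-5, this follows from choosing genes whose libraries all lay beyond those of ND, and for amt-1 it does so on both diets. Across all genes tested, which are not independent replicates, the log2 fold changes of the diets against ND had a Pearson r of 0.72 and a Spearman rho of 0.74.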

Hierarchical clustering of the top 10,000 differently expressed genes in all samples and volcano plots show that HGD-5 was comparable to ND while sharing some common clusters with HGD-1 (Fig. 2c, d). 

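Whole profiles were compared as Euclidean distances between the mean profiles of the diets, over the log2 CPM (prior count 2) of all genes tested. The distance from ND was 137.7 for HGD-1 (exact two-sided permutation test, p = 0.00216, the smallest p that 6 libraries against 6 allow) and 69.9 for HGD-5 (exact permutation test, p = 0.0606). HGD-5 and HGD-1 lay 97.9 apart (exact permutation test, p = 0.0173). The alternative that moved the p of HGD-5 against ND most was library size as the only scaling, with a distance of 71.6 (exact permutation test, p = 0.113), and its p was between 0.0519 and 0.113 over the 4 alternatives set before the data were examined. These splits ignore the replicate number, although same-numbered HGD-5 and ND libraries had a mean correlation across genes of 0.28. When only same-numbered libraries were exchanged, a test added after the data were seen, the distance of HGD-5 from ND passed the threshold (exact permutation, p = 0.0312, the smallest that 6 pairs allow), so its significance depends on the pairing. Between single libraries, the mean distance was 119.7 within ND, 144.2 within HGD-1 and 125.8 within HGD-5. ND and HGD-5 libraries were on average 131.6 apart. The mean distance was 183.0 between ND and HGD-1 libraries and 157.7 between HGD-1 and HGD-5 libraries.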

To interrogate how HGD induces cellular changes, we performed gene set enrichment analyses and reported the top 14 categories (Fig. 2e, f). 

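The ontology sets behind Fig. 2e, f were not analysed here, and gene lists fixed before the data were examined stand in for them, namely genes of chromosome structure, cytosolic ribosomal proteins, and families of secreted proteins. Each list was tested with limma's camera on the edgeR fit, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 27 lists per comparison, and the mean log2 CPM of its members was compared between libraries by an exact two-sided permutation test. The alternative that moved the camera results most was an inter-gene correlation estimated for each list, under which no list passed the threshold and the smallest adjusted p was 0.403 in HGD-1 and 0.391 in HGD-5. Mean levels of the 15 lists outside the figures were also adjusted as a family by Benjamini-Hochberg, a step added after the data were seen, and 8 passed the threshold in HGD-1 but 0 in HGD-5, where 5 had an unadjusted p below 0.05. Of the 50 chromosome structure genes, 33 were lower and 0 higher in HGD-1, with all 50 log2 fold changes negative and a median of −1.2 (camera adjusted p = 5.09e-11). Their mean level fell by 1.34 in HGD-1 (exact permutation test, p = 0.00216), with 0 of 6 same-numbered pairs higher. In HGD-5, 0 chromosome structure genes passed the threshold and 8 had an unadjusted p below 0.05, with 47 negative log2 fold changes and a median of −0.59 (camera adjusted p = 3.72e-07). The mean level in HGD-5 differed by −0.54 (exact permutation test, p = 0.0108), again with 0 of 6 pairs higher. A replicate block gave 46 of these genes lower in HGD-1 (mean correlation of same-numbered libraries across genes 0.11) and 1 lower in HGD-5 (mean correlation 0.28). The condensin gene capg-2 (WBGene00010093, V, 12271873 to 12275658, 89 exon bases shared with bnc-1) changed most in HGD-1, from 30.9 ± 11.3 to 5.4 ± 3.9 CPM (SD, n = 6). This gave a log2 fold change of −2.52 (standard error 0.4, adjusted p = 0.000174, edgeR with Benjamini-Hochberg adjustment). It was followed by hcp-6 (WBGene00001833, I, 5165148 to 5171313, 39 exon bases shared with spd-5), with a log2 fold change of −2.41 (standard error 0.51, adjusted p = 0.00125, edgeR with Benjamini-Hochberg adjustment), and zim-2 (WBGene00011600, IV, 10555247 to 10558225, 223 exon bases shared with zim-1), with −1.87 (standard error 0.35, adjusted p = 0.000475).
Among 46 genes of the cytosolic large ribosomal subunit, 3 were higher and 0 lower in HGD-1, 17 had an unadjusted p below 0.05 and the median log2 fold change was 0.72 (camera adjusted p = 0.00699, with a replicate block 0.0206). The mean level was 0.49 higher in HGD-1, in 4 of 6 pairs (exact permutation test, p = 0.268). In HGD-5, 0 of these genes passed the threshold, 3 had an unadjusted p below 0.05 and the median was 0.56 (camera adjusted p = 3.72e-07), with a mean level 0.5 higher in 5 of 6 pairs (exact permutation test, p = 0.113). For the 31 genes of the small subunit, camera's adjusted p was 0.0096 in HGD-1 and 7.18e-07 in HGD-5, with mean levels 0.55 (exact permutation test, p = 0.238) and 0.58 higher (exact permutation test, p = 0.0996). After each library was corrected for a trend on exon length, an alternative chosen after the data were seen, the adjusted p of the large and small subunit was 0.7 and 0.589 in HGD-1, and 0.00628 and 0.00288 in HGD-5. Of the secreted families, 49 transthyretin-like genes had 40 members higher and 2 lower in HGD-1 (camera adjusted p = 9.89e-12), with a mean level 1.33 higher in 6 of 6 pairs (exact permutation test, p = 0.00216). In HGD-5, 0 transthyretin-like genes passed the threshold and 15 had an unadjusted p below 0.05, with a median log2 fold change of 0.74 (camera adjusted p = 4.19e-10) and a mean level 0.63 higher in 5 of 6 pairs (exact permutation test, p = 0.013, and exact sign flips of pairs, p = 0.0938). Collagens, of which 104 were tested, had 51 members higher and 4 lower in HGD-1 (camera adjusted p = 2.82e-08) and 3 higher and 0 lower in HGD-5 (24 at an unadjusted p below 0.05, camera adjusted p = 6.9e-06). Between libraries, the mean level of the collagens was 0.4 higher in HGD-5, in 5 of 6 pairs, which did not pass the threshold (exact permutation test, p = 0.123, and exact sign flips, p = 0.0938). The fungus-induced peptides had 10 of 19 members higher and 0 lower in HGD-1 (camera adjusted p = 0.000113), and 0 in HGD-5, where 7 had an unadjusted p below 0.05 (camera adjusted p = 0.000139). Their mean level was 0.75 higher in HGD-5 (exact permutation test, p = 0.0455, and exact sign flips, p = 0.125). Of 119 C-type lectin genes, 37 were higher and 20 lower in HGD-1 (camera adjusted p = 0.0494), and 0 passed the threshold in HGD-5, where 23 had an unadjusted p below 0.05 (camera adjusted p = 0.144). With a replicate block, 2 transthyretin-like genes and 8 collagens were higher in HGD-5 and 0 lower (mean correlation of same-numbered libraries across genes 0.28). The block gave 3 C-type lectins higher and 3 lower in HGD-5, and 0 fungus-induced peptides. Members of these families share sequence with one another, and the counting could have divided their reads.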

Major pathways suppressed by HGD regardless of the time of supplementation include condensed chromosome, transferase complex, nuclear lumen and nuclear chromosome, while activated systems include cytosolic large ribosomal subunit, cytosolic ribosome and extracellular space and region. The data suggest that HGD suppresses transcriptional programmes in the nucleus while focusing on the translational processes, indicating the need of metabolic pathways for longevity.

**Fig. 2:**
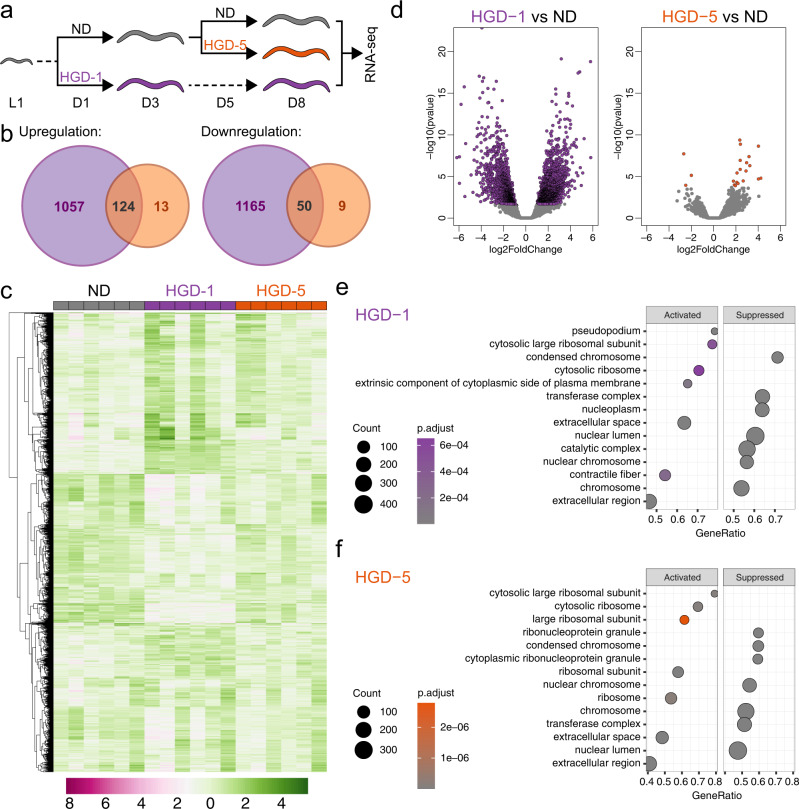
HGD induces global transcriptomic changes in young but not aged animals. **a** Experimental design of bulk RNA-seq. A single pool of synchronised worms was grown on ND until day 1 of adulthood (D1). From the same single pool, a subset of worms was fed on HGD at day 1 (HGD-1). The second subset of worms grown on ND was fed on HGD at day 5 (HGD-5) of adulthood (D5). Wrms fed ND, HGD-1, and HGD-5 were harvested at D8 (*n* = 6). **b** Venn diagram represents differentially expressed genes in HGD-1 and HGD-5 compared to ND. **c** Hierarchical clustering of the top 10,000 differently expressed genes in all samples. **d** Volcano plots of HGD-1 and HGD-5 compared to ND where coloured data points represent differentially expressed genes. Functional annotation analysis in HGD-1 (**e**) and HGD-5 (**f**).

### The metabolic landscape is divergent in young and aged animals fed HGD

Dietary glucose molecules are converted into energy and metabolites intracellularly while the excess is transformed into storage molecules for needs thereafter. We further examined glucose and lipid metabolic genes to characterise glucose intake and metabolism in aged animals fed HGD (Fig. 3a). 

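Members of the lists drawn in Fig. 3a were counted by their adjusted p over all genes tested, and the mean level of each list was compared between libraries, with Benjamini-Hochberg adjustment over the 14 lists of the figures. Of 27 genes of phospholipids and neutral lipids, 4 were higher and 9 lower in HGD-1 (edgeR, Benjamini-Hochberg), and 0 passed the threshold in HGD-5, where 8 had an unadjusted p below 0.05. Adjusted over the list alone, 1 of them was lower in HGD-5. Their mean level differed by −0.31 in HGD-5, with 1 of 6 pairs higher (exact permutation test, p = 0.0173, adjusted 0.111), and camera's adjusted p was 0.00866 in the lower direction. Among 28 sphingolipid genes, 4 were higher and 8 lower in HGD-1, and 0 in HGD-5, where 6 had an unadjusted p below 0.05 (camera adjusted p = 0.0288, lower). The 13 fatty acid genes had 4 members higher and 2 lower in HGD-1 and 0 in HGD-5, where 0 had an unadjusted p below 0.05. Glucose uptake and metabolism was represented by 22 genes, with 6 higher and 4 lower in HGD-1 and 0 in HGD-5, where 4 had an unadjusted p below 0.05 and 1 was higher after adjustment over the list alone. For these glucose genes, the mean level was 0.3 higher in HGD-1, in 5 of 6 pairs (exact permutation test, p = 0.00649, adjusted 0.0404, and exact sign flips of pairs, p = 0.0625, adjusted 0.175). Their members were divided, with 11 positive and 11 negative log2 fold changes and a median of 0.05. The median over members in place of the mean reversed the difference. With library size as the only scaling the difference in mean level was 0.04, under a scaling that took the median log2 fold change of all genes from 0.07 to −0.198. None of the 6 yolk genes passed the threshold, and 0 had an unadjusted p below 0.05 on either diet, with mean levels that differed by 0.0 in HGD-1 (exact permutation test, p = 0.994) and −0.46 in HGD-5 (exact permutation test, p = 0.383). The near-identical yolk genes could have exchanged reads in the counting.
In HGD-1, the lipase gene atgl-1 (WBGene00015484, III, 6415772 to 6419459) fell from 115.0 ± 61.4 to 28.7 ± 14.2 CPM (SD, n = 6). The difference corresponds to a log2 fold change of −2.0 (standard error 0.38, adjusted p = 0.000601, edgeR with Benjamini-Hochberg adjustment). For dgat-2 (WBGene00010296, V, 17660303 to 17661810, 57 exon bases shared with F59A1.11), the level rose from 12.3 ± 3.5 to 36.6 ± 16.6 CPM. In edgeR, the log2 fold change was 1.57 (standard error 0.37, adjusted p = 0.00301, edgeR with Benjamini-Hochberg adjustment). Within the sphingolipid genes, asm-3 (WBGene00000213, IV, 520214 to 523809, 9 exon bases shared with W03G1.10) had a log2 fold change of −3.79 (standard error 0.89, adjusted p = 0.00292, edgeR with Benjamini-Hochberg adjustment) and sptl-3 (WBGene00011932, V, 13893325 to 13896415) of 1.69 (standard error 0.34, adjusted p = 0.000822). Of the genes drawn in Fig. 3c, gsy-1 (WBGene00001793, II, 12866446 to 12878121), gfat-2 (WBGene00009035, IV, 11410228 to 11413002) and tre-1 (WBGene00006607, I, 6554729 to 6558665) passed the threshold in HGD-1, all lower. The level of gsy-1 was 114.0 ± 41.9 CPM in ND and 39.1 ± 10.4 in HGD-1. The log2 fold change was −1.54 (standard error 0.3, adjusted p = 0.00073, edgeR with Benjamini-Hochberg adjustment), while that of gfat-2 was −1.37 (standard error 0.29, adjusted p = 0.00122) and that of tre-1 was −1.47 (standard error 0.46, adjusted p = 0.0157). The other genes drawn there (gfat-1, gspd-1, tre-2 to tre-5, tps-1, tps-2 and gob-1) had adjusted p between 0.14 and 0.845 in HGD-1 (edgeR, Benjamini-Hochberg), and in HGD-5 the genes of Fig. 3c ranged from 0.26 for gsy-1 to 0.993 for tps-2. The actin gene act-1 (WBGene00000063, V, 11081052 to 11082415, 150 exon bases shared with T04C12.30), the reference gene of the quantitative PCR, had a log2 fold change of −0.37 in HGD-1 (standard error 0.25, adjusted p = 0.246, edgeR with Benjamini-Hochberg adjustment) and −0.04 in HGD-5 (standard error 0.25, adjusted p = 0.961).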

A subset of genes related to fatty acids, phospholipids, neutral lipids and sphingolipid metabolism, as well as yolk regulation, glucose metabolism and storage, were differentially regulated in HGD-1 and, to a smaller extent, in HGD-5 compared to ND. 

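All 8 far genes, which encode fatty acid and retinol binding proteins, were tested, and 5 were higher and 0 lower in HGD-1 (edgeR, Benjamini-Hochberg adjusted p below 0.05), or 7 after adjustment over the family alone. In HGD-5, 0 far genes passed the threshold and 3 had an unadjusted p below 0.05, with 2 higher after adjustment over the family alone. On average over the family, the level was 1.75 higher on the log2 scale in HGD-1 (exact permutation test, p = 0.00216) and 0.78 higher in HGD-5 (exact permutation test, p = 0.0173), in 6 of 6 same-numbered pairs on each diet. Camera's adjusted p was 8.04e-05 in HGD-1 and 0.00388 in HGD-5. The highest levels belonged to far-2 (WBGene00001386, III, 9081828 to 9082511), with 4420 ± 1890 CPM in ND, 10700 ± 2000 in HGD-1 and 4470 ± 957 in HGD-5 (SD, n = 6). This gave a log2 fold change of 1.27 in HGD-1 (standard error 0.28, adjusted p = 0.00174, edgeR with Benjamini-Hochberg adjustment) and 0.01 in HGD-5. Its neighbour far-1 (WBGene00001385, III, 9080371 to 9081179) was at 1570 ± 492, 4430 ± 1330 and 1890 ± 457 CPM in ND, HGD-1 and HGD-5. The difference corresponds to a log2 fold change of 1.5 in HGD-1 (standard error 0.28, adjusted p = 0.000497, edgeR with Benjamini-Hochberg adjustment) and 0.27 in HGD-5 (standard error 0.27, adjusted p = 0.672). The smallest adjusted p was that of far-6 (WBGene00001390, IV, 13328359 to 13329314), which rose from 183 ± 71.2 to 748 ± 80.5 CPM in HGD-1. In edgeR, the log2 fold change was 2.03 (standard error 0.25, adjusted p = 2.09e-05, edgeR with Benjamini-Hochberg adjustment), and the level in HGD-5 was 223 ± 43.4 CPM. Larger fold changes in HGD-1 were found for far-3 (WBGene00001387, V, 12996787 to 12997522, 50 exon bases shared with far-5), with 3.3 (standard error 0.73, adjusted p = 0.00193, edgeR with Benjamini-Hochberg adjustment), and far-4 (WBGene00001388, V, 12998427 to 12999659), with 3.36 (standard error 0.55, adjusted p = 0.000213). In HGD-5, the log2 fold change of far-3 was 1.94 (standard error 0.7, adjusted p = 0.228, edgeR with Benjamini-Hochberg adjustment) and that of far-4 was 2.25 (standard error 0.53, adjusted p = 0.0978). Compared to HGD-1 directly, far-1, far-2 and far-6 were lower in HGD-5, by log2 fold changes of −1.23, −1.26 and −1.75. The genes of the family are related in sequence, and the counting could have divided reads between them.

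**Figure D1:**
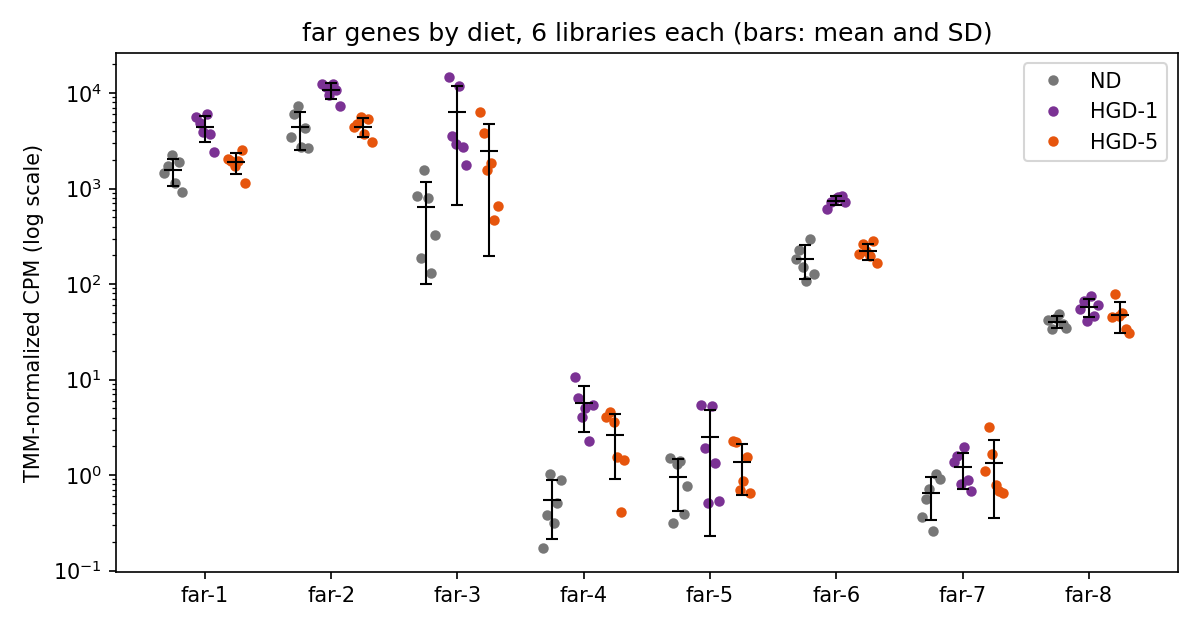
Levels of far-1 to far-8 in ND, HGD-1 and HGD-5 in CPM on a log axis. Each point is a library, and bars give the mean and SD of 6 libraries per diet. The levels of far-6 in HGD-1 average 748 CPM against 183 in ND.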

For instance, fatty acid/retinol-binding protein (*far*) genes were profoundly upregulated in HGD-1 and have been reported to increase in response to glucose^37^. To validate this finding, we monitored the GFP levels in day ten *far-3p::gfp* animals by immunoblot. We observed a notable increase in GFP levels of HGD-1 and HGD-5 compared to ND animals (Fig. 3b). Findings indicate that intracellular glucose levels are similar in HGD-1 and HGD-5 despite being fed HGD for 9 and 5 days, respectively.

**Fig. 3:**
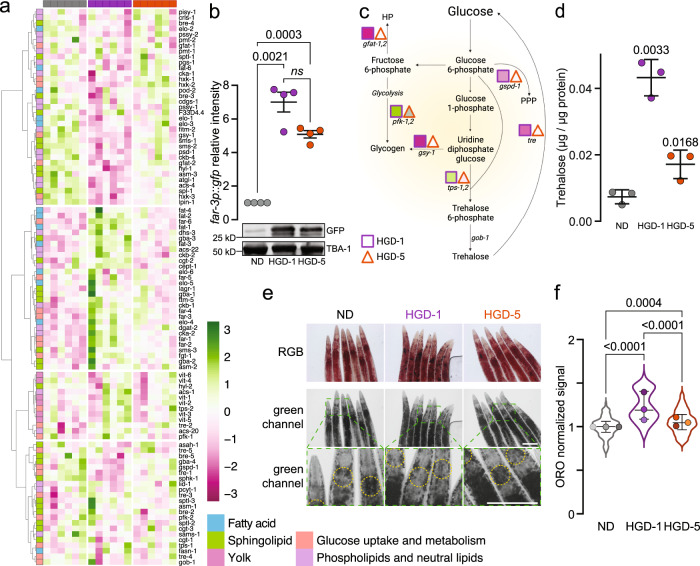
The metabolic landscape is differently modified in young and aged animals fed HGD. **a** Heat maps of glucose and lipid metabolism genes. **b** Quantification and representative immunoblot of GFP levels in day 10 *far-3p::gfp* animals fed ND, HGD-1 and HGD-5 (*n* = 4). **c** Major glucose metabolic pathways in *C. elegans*, f6p fructose-6-phosphate, g1p glucose-1-phosphate, g6p glucose-6-phosphate, HP hexosamine pathway, PPP pentose phosphate pathway, UDP-G uridine diphosphate glucose. Adapted from Seo et al.^88^ and created with BioRender.com. **d** Trehalose levels of worms treated as in WT, HGD-1 and HGD-5 at day 10 (*n* = 3). **e** Representative images of Oil Red O (ORO) staining of ND, HGD-1 and HGD-5 animals harvested on day 10. Lipid droplets were quantified from the green channel within regions of interest (yellow-dashed circles) as previously reported^55^. Scale bar represents 100 μm. **f** Quantification of ORO-stained lipid droplets at the pharynx of animal as in **e** (ND, *n* = 127; HGD-1, *n* = 110; HGD-5, *n* = 112 including biological replicates). Data shown are the mean ± SEM. Statistical analysis was subjected to one-way ANOVA with Tukey’s test.

Next, we examined metabolites related to glucose metabolism and storage and found that HGD-1 animals stored more trehalose than HGD-5 and ND, the latter having stored the least (Fig. 3c, d). We further quantified fatty acid (FAs) levels as excess glucose can prompt fatty acid remodelling (Supplementary Fig. 2). Levels of myristic acid (C14:0), palmitic acid (C16:0) and palmitoleic acid (C16:1) were more pronounced in both HGDs compared to ND animals. An overall increase in polyunsaturated fatty acids (PUFAs) was also observed in HGD-5, whereas γ-linolenic acid (C18:3n6) was exclusively lower than in ND animals. 

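Among the fatty acid genes of Fig. 3a, the elongase gene elo-4 (WBGene00001242, III, 9332269 to 9334274, 120 exon bases shared with C40H1.10 and ufc-1) rose in HGD-1 from 0.159 ± 0.104 to 1.12 ± 0.879 CPM (SD, n = 6). The log2 fold change was 2.76 (standard error 0.64, adjusted p = 0.0025, edgeR with Benjamini-Hochberg adjustment). The desaturase gene fat-1 (WBGene00001393, IV, 13315644 to 13318811) was at 598 ± 302 CPM in ND, 1420 ± 385 in HGD-1 and 566 ± 103 in HGD-5. This gave a log2 fold change of 1.24 in HGD-1 (standard error 0.28, adjusted p = 0.00224, edgeR with Benjamini-Hochberg adjustment) and −0.08 in HGD-5 (standard error 0.28, adjusted p = 0.917). For fat-2 (WBGene00001394, IV, 13323873 to 13326395), the change in HGD-1 was of the same size (standard error 0.35, adjusted p = 0.00989, edgeR with Benjamini-Hochberg adjustment), and in HGD-5 it was 0.17 (standard error 0.35, adjusted p = 0.839). Lower in HGD-1 were elo-2 (WBGene00001240, IV, 17466062 to 17467408), with a log2 fold change of −1.26 (standard error 0.44, adjusted p = 0.0274, edgeR with Benjamini-Hochberg adjustment), and elo-1 (WBGene00001239, IV, 9526366 to 9528336), with −0.89 (standard error 0.29, adjusted p = 0.0216). In HGD-5, the adjusted p was 0.363 for elo-4, 0.483 for elo-2 and 0.493 for elo-1 (edgeR, Benjamini-Hochberg). Between HGD-5 and HGD-1, fat-1 differed by −1.32 (adjusted p = 0.00634, edgeR with Benjamini-Hochberg adjustment). The mean level of the fatty acid genes differed by −0.36 on the log2 scale between HGD-5 and HGD-1, with 0 of 6 pairs higher (exact permutation test, p = 0.00433, adjusted over 14 lists 0.0606).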

Together, these changes in FAs correlate with the expression levels of corresponding FA synthesis genes (Fig. 3a). As anticipated, we observed an increased number of neutral lipid storage organelles, namely lipid droplets, in HGD-1 and HGD-5 compared to ND, while HGD-1 contained the highest number (Fig. 3e, f). Together, data suggest that HGD has a substantial impact on glucose metabolism and storage in young animals.

### Glucose and infertility synergistically prolong lifespans of aged animals

One of the main differences between young and aged animals is that HGD-1 and HGD-5 are subjected to glucose pre- and post-reproduction, respectively. As we identified a shift in lipid metabolism and storage that play a role in embryogenesis^38^, we sought to analyse the RNA-seq data. In both HGD-1 and HGD-5, major systems related to reproduction were upregulated (Fig. 4a). These findings prompted us to explore the synergy between glucose and fertility in young and aged animals.

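The ontology sets of Fig. 4a were not analysed here, and a list of genes of the oocyte and early embryo and the major sperm protein family, both fixed before the data were examined, stand in for them. Of 36 oocyte and early embryo genes, 2 were higher and 21 lower in HGD-1 (edgeR, Benjamini-Hochberg adjusted p below 0.05), and camera's adjusted p was 9.52e-08 in the lower direction. Their mean level differed by −1.07 on the log2 scale, with 0 of 6 same-numbered pairs higher (exact permutation test, p = 0.00216). In HGD-5, 0 passed the threshold and 11 had an unadjusted p below 0.05, with a camera adjusted p of 8.69e-05 in the lower direction and a mean level that differed by −0.41, with 1 of 6 pairs higher (exact permutation test, p = 0.039). Exact sign flips of the same-numbered pairs gave p = 0.0625 for this difference, and camera's adjusted p rose to 0.391 with an estimated inter-gene correlation. With a replicate block, 1 of these genes was lower in HGD-5 and camera's adjusted p was 0.000397 (mean correlation of same-numbered libraries across genes 0.28). After adjustment over the list alone, the block gave 6 lower and 1 higher. The tests differ, so the fall in HGD-5 is uncertain. Between HGD-5 and HGD-1, 9 of these genes were higher and 0 lower in HGD-5, a mean level difference of 0.66 (exact permutation test, p = 0.00649). The chitin synthase gene chs-1 (WBGene00000496, I, 7554855 to 7559916, 5 exon bases shared with T25G3.3) was at 124 ± 49.1 CPM in ND, 10.2 ± 9.33 in HGD-1 and 61.6 ± 36.3 in HGD-5 (SD, n = 6). The difference corresponds to a log2 fold change of −3.61 in HGD-1 (standard error 0.52, adjusted p = 7.58e-05, edgeR with Benjamini-Hochberg adjustment). The next largest falls in HGD-1 were −2.39 for egg-2 (WBGene00019811, III, 7058527 to 7060583, standard error 0.31, adjusted p = 3.07e-05, edgeR with Benjamini-Hochberg adjustment) and −2.02 for oma-2 (WBGene00003865, V, 8029439 to 8031214, standard error 0.29, adjusted p = 7.58e-05). The members that rose in HGD-1 were perm-2 (WBGene00016636, 25 exon bases shared with C44B12.6) and perm-4 (WBGene00016638), with log2 fold changes of 1.17 (standard error 0.35, adjusted p = 0.0126, edgeR with Benjamini-Hochberg adjustment) and 0.87 (standard error 0.32, adjusted p = 0.0338).
Of 29 major sperm protein genes, 24 were higher and 0 lower in HGD-1, with a median log2 fold change of 2.55 (camera adjusted p = 0.000108). Averaged over the family, the level was 1.83 higher, in 3 of 6 pairs (exact permutation test, p = 0.0996), and a replicate block left 1 gene higher (0 after adjustment over the list alone, against 28 without the block) and a camera adjusted p of 0.0065 (mean correlation of same-numbered HGD-1 and ND libraries across genes 0.11). In HGD-5, 0 of them passed the threshold, 0 had an unadjusted p below 0.05 and the mean level differed by −0.28 (exact permutation test, p = 0.725). Direct comparison gave 0 genes higher and 13 lower in HGD-5 than in HGD-1, or 0 and 2 with a replicate block (mean correlation of same-numbered libraries across genes 0.46). After adjustment over the list alone, 28 were lower, and 25 with the block. The mean level differed by −2.12 between HGD-5 and HGD-1, with 0 of 6 pairs higher (exact permutation test, p = 0.0649, and exact sign flips, p = 0.0312). In replicate 3, however, the level was 1.538 log2 CPM in both diets, so that pair shows no visible difference. These genes are near-identical copies, so the value of a single gene is uncertain.

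**Figure D2:**
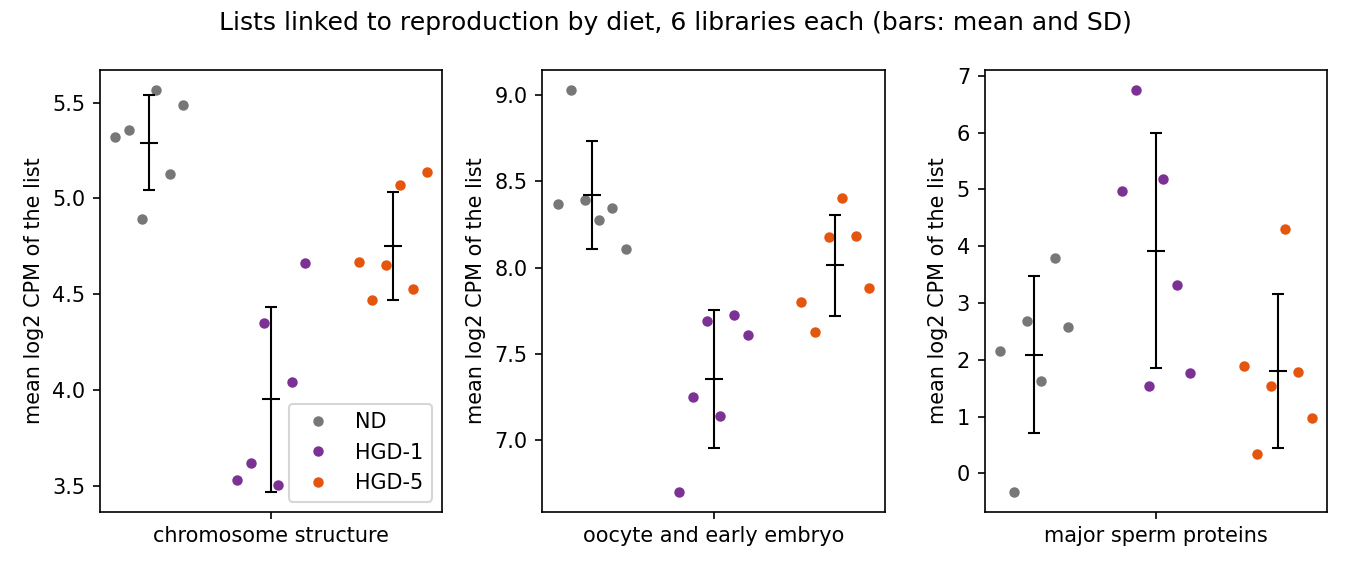
Mean log2 CPM of the chromosome structure genes, the oocyte and early embryo genes and the major sperm protein genes in each library of ND, HGD-1 and HGD-5. Points are libraries, and bars give the mean and SD of 6 libraries per diet. The oocyte and early embryo genes differ by −1.07 between HGD-1 and ND and by −0.41 between HGD-5 and ND.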

**Fig. 4:**
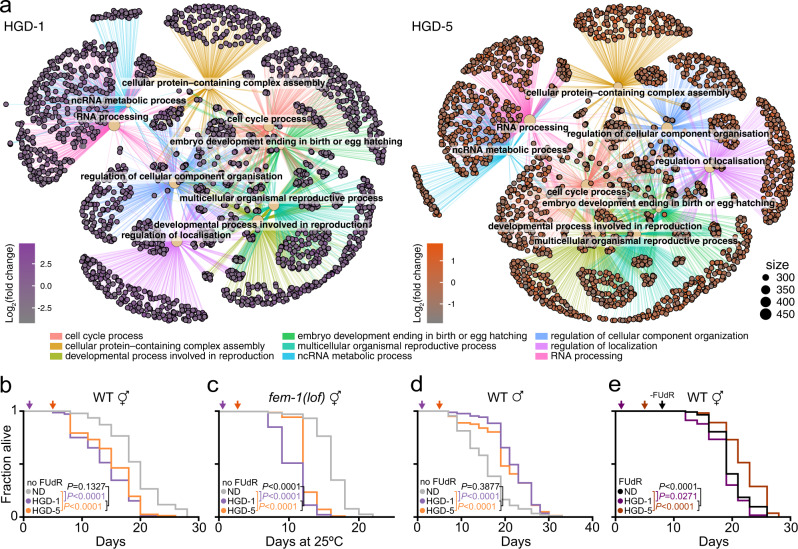
Glucose and infertility synergistically drive the lifespan of aged animals. **a** Cnetplots depict the linkages of genes and biological concepts in HGD-1 and HGD-5 compared to ND, respectively, where each nod shows the most enriched pathways. **b**-**c** Lifespan assays of WT (ND, *n* = 287; HGD-1, *n* = 255; HGD-5, *n* = 255 including biological replicates) (**b**) or *fem-1(lof)* hermaphrodite (ND, *n* = 186; HGD-1, *n* = 191; HGD-5, *n* = 209 including biological replicates) (**c**) animals fed normal diets (ND) or high glucose diet (HGD) from 1- (HGD-1) or 5-day old (HGD-5) in the absence of 5-Fluoro-2′-deoxyuridine (FUdR). **d** Lifespan assays of WT male animals fed ND, HGD-1, or HGD-5 in the absence of FUdR (ND, *n* = 150; HGD-1, *n* = 139; HGD-5, *n* = 143 including biological replicates). **e** Lifespan assays of WT hermaphrodite animals fed on ND, HGD-1, HGD-5 in the presence of FUdR from L4 to D8 (ND, *n* = 213; HGD-1, *n* = 216; HGD-5, *n* = 208 including biological replicates). Data shown are the mean ± SEM. Statistical analysis was subjected to log-rank test for lifespan.

Five-fluoro-2′-deoxyuridine (FUdR) is a commonly used reagent for chemically sterilising adult worms in lifespan assays^39^. FUdR inhibits germline stem cell proliferation and the production of intact eggs in adults^40^. However, FUdR alone has been shown to extend lifespan by promoting stress responses in mutant animals or during stressing growth conditions^41–45^. Therefore, we asked if there is a synergic effect between FUdR and HGD in promoting the longevity of HGD-5 animals. In the absence of FUdR, the lifespan of WT animals on ND was comparable to those grown in the presence of FUdR (Fig. 4b, Supplementary Data 1), in agreement with previous reports^43,44^. Similarly, animals on HGD-1 exhibited a shorter lifespan compared to ND. Conversely, the lifespan of HGD-5 animals was drastically shortened in the absence of FUdR and comparable to the lifespan of animals on HGD-1. To further assess the role of fertility in modulating lifespan, we used long-lived germline defective *fem-1(loss-of-function*; *lof)* animals^46^. In contrast to FUdR which prevents cell division indiscriminately when subjecting stage 4 larval animals, *fem-1* mutation results in a loss of stem cells, which are precursors to gamete cells^47^. As expected, *fem-1(lof)* animals lived longer than WT on ND at 25 °C (Supplementary Fig. S3a and Table 1). Surprisingly, the lifespan of *fem-1(lof)* animals fed on HGD, at the equivalent of day 5 at 25 °C, was significantly shorter compared to ND in the absence of FUdR (Fig. 4c, Supplementary Data 1). Similarly, aged germline defective *glp-1(lof)* animals exhibited a shorter lifespan on HGD (Supplementary Fig. S3b and Table 1). Together, these findings suggest that germline proliferation plays a role in regulating the longevity of HGD-5 animals.

To further dissect HGD-induced longevity to the role of the germline in modulating lifespan, we performed lifespan assays in male worms. The lifespan of male WT animals fed ND was mildly reduced by FUdR (Supplementary Fig. 3c and Table 1). Next, we monitored the lifespan of WT males fed HGD in the absence of FUdR (Fig. 4d, Supplementary Data 1). As previously reported^48^, the lifespan of male WT worms fed on HGD-1 was extended compared to ND while remaining comparable to the lifespan of HGD-5. In the presence of FUdR, lifespans of either HGD-1 or HGD-5 males were still extended compared to ND (Supplementary Fig. 3d and Table 1). Together, these findings suggest that HGD promotes longevity in young and aged male worms independently of FUdR.

By convention, FUdR is introduced to the animals from larva stage 4 (L4) and supplemented throughout adulthood^49,50^. However, *C. elegans* lays eggs about the first four days of adulthood^51^. Therefore, we interrogated if FUdR affects the longevity of animals beyond the fertility window. WT animals fed on ND, HGD-1 or HGD-5 were exposed to FUdR from L4 to day 7 of adulthood (Fig. 4e, Supplementary Data 1). The lifespan of HGD-1 animals was slightly shorter than ND, while HGD-5 animals lived longer compared to ND. The number of eggs laid per HGD-1 animal was slightly reduced compared to ND animals in the absence of FUdR at day 4 of adulthood (Supplementary Fig. 3e). Interestingly in the presence of FUdR, the number of eggs laid per HGD-1 animal was dramatically reduced compared to ND animals. Together with the lifespan assays in the absence or presence of FUdR, findings suggest that HGD in young animals decreases both the number of laid eggs and lifespan.

### Glucose-induced longevity of aged worms is driven independently of DAF-16/FOXO

The highly conserved IIS pathway modulates growth, differentiation, metabolism from nutrient availability and fluctuations in environmental conditions^9–12,52^. The activation of the IIS pathway reduces the lifespan of HGD-1^5^. DAF-2-modulated transcription factor DAF-16 [orthologue of forkhead box O (FOXO)], a member of the IIS pathway, increases the levels of carbon storage molecules including trehalose, and triglycerides^53–60^ which were both predominantly stored in HGD-1 (Fig. 3c–f). Consequently, we assessed gene expression of the IIS pathway and DAF-2-regulated transcription factor DAF-16 (Fig. 5a, b). 

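Of the 15 genes of Fig. 5a that could be matched, 0 were higher and 6 lower in HGD-1 (edgeR, Benjamini-Hochberg adjusted p below 0.05), and 0 passed the threshold in HGD-5, where 3 had an unadjusted p below 0.05. Their mean level differed by −0.84 on the log2 scale in HGD-1, with 1 of 6 pairs higher (exact permutation test, p = 0.00866, adjusted over 14 lists 0.0404), and by −0.42 in HGD-5 (exact permutation test, p = 0.0238, adjusted 0.111). On each diet, exact sign flips of pairs gave p = 0.0625 (adjusted 0.175). Camera's adjusted p was 0.0309 in HGD-1 and 0.0197 in HGD-5, both in the lower direction. In HGD-1, age-1 (WBGene00000090, II, 11519328 to 11527054, 192 exon bases shared with B0334.10) had a log2 fold change of −1.45 (standard error 0.4, adjusted p = 0.00815, edgeR with Benjamini-Hochberg adjustment) and ddl-1 (WBGene00019125, II, 5647154 to 5648372, 99 exon bases shared with sam-4) of −2.01 (standard error 0.53, adjusted p = 0.00585). The insulin receptor gene daf-2 (WBGene00000898, III, 2994514 to 3040846) changed by −0.88 in HGD-1 (standard error 0.72, adjusted p = 0.335, edgeR with Benjamini-Hochberg adjustment) and by −0.41 in HGD-5 (standard error 0.71, adjusted p = 0.813). The level of daf-16 (WBGene00000912, I, 10750498 to 10776703, 84 exon bases shared with H36N01.5) was 105.0 ± 27.9 CPM in ND, 49.9 ± 32.0 in HGD-1 and 65.8 ± 29.5 in HGD-5 (SD, n = 6). In edgeR, the log2 fold change was −1.07 in HGD-1 (standard error 0.4, adjusted p = 0.041, edgeR with Benjamini-Hochberg adjustment) and −0.67 in HGD-5 (standard error 0.4, adjusted p = 0.445).
Of the 26 direct DAF-16 targets of Fig. 5b, 4 were higher and 6 lower in HGD-1 (4 and 8 after adjustment over the list alone), and 0 were higher or lower in HGD-5, where 2 had an unadjusted p below 0.05 and 1 was lower after adjustment over the list alone. Requiring at least 10 counts in every library gave 7 targets higher and 3 lower in HGD-1, and no setting gave a target higher in HGD-5. A replicate block gave 1 target lower in HGD-5. Averaged over the targets, the level differed by −0.25 in HGD-1 (exact permutation test, p = 0.227) and by −0.27 in HGD-5 (exact permutation test, p = 0.145). Targets were counted and averaged without regard to whether DAF-16 raises or lowers them, so these values do not measure its activity. Camera's adjusted p was 0.583 in HGD-1 and 0.0874 in HGD-5, and with a replicate block 0.044 in HGD-5 in the lower direction (mean correlation of same-numbered HGD-5 and ND libraries across genes 0.28). The targets with the largest rise in HGD-1 were C25E10.8 (WBGene00016097, V, 9053262 to 9054069), with a log2 fold change of 1.62 (standard error 0.44, adjusted p = 0.00705, edgeR with Benjamini-Hochberg adjustment), and icl-1 (WBGene00001564, V, 724332 to 728004), with 1.41 (standard error 0.48, adjusted p = 0.0251). On the other side, dod-17 (WBGene00010745, IV, 12976303 to 12978343) changed by −2.53 (standard error 0.54, adjusted p = 0.00138, edgeR with Benjamini-Hochberg adjustment) and zfp-1 (WBGene00006975, III, 8791535 to 8806305, 1216 exon bases shared with F54F2.14, F54F2.7 and ztf-1) by −1.55 (standard error 0.43, adjusted p = 0.00863).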

Overall, more genes were upregulated by DAF-16 in HGD-1 than HGD-5, suggesting that DAF-16 might not modulate HGD-5 lifespan. The transcription factor HSF-1 is another important regulator of longevity which is regulated by the IIS pathway independently of heat shock^61,62^. 

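In Fig. 5c, 15 genes upregulated by HSF-1 are drawn, of which 14 were tested, and 1 was higher and 1 lower in HGD-1 (edgeR, Benjamini-Hochberg adjusted p below 0.05). In HGD-5, 0 of them passed the threshold, 3 had an unadjusted p below 0.05 and 1 was higher after adjustment over the list alone. Their mean level differed by −0.09 on the log2 scale in HGD-1 (exact permutation test, p = 0.816) and by −0.49 in HGD-5 (exact permutation test, p = 0.19). F54F7.2 (WBGene00010064, X, 11843663 to 11845337) rose from 4.05 ± 1.1 to 10.0 ± 3.81 CPM in HGD-1 (SD, n = 6). The log2 fold change was 1.31 (standard error 0.31, adjusted p = 0.00303, edgeR with Benjamini-Hochberg adjustment), and ilys-5 (WBGene00017691, X, 6533490 to 6536840) changed by −1.43 (standard error 0.4, adjusted p = 0.008). Of the 12 genes tested from those downregulated by HSF-1 in Fig. 5d, 4 were higher and 2 lower in HGD-1. None passed the threshold in HGD-5, where 4 had an unadjusted p below 0.05 and 2 were higher after adjustment over the list alone, and no setting gave a member lower in HGD-5. Their mean level was 0.34 higher in HGD-1 (exact permutation test, p = 0.0671) and 0.31 higher in HGD-5 (exact permutation test, p = 0.229), and the median over members in place of the mean reversed the difference in HGD-1 to −0.55 (exact permutation test, p = 0.0346). With at least 10 counts required in every library, the difference in HGD-5 was 0.67 (exact permutation test, p = 0.0152). The largest rise in HGD-1 was that of clec-60 (WBGene00014046, II, 10480043 to 10481874, 39 exon bases shared with WBGene00044046), with a log2 fold change of 4.21 (standard error 0.71, adjusted p = 0.000246, edgeR with Benjamini-Hochberg adjustment), and the largest fall that of B0507.8 (WBGene00015225, V, 8760622 to 8762961), with −2.08 (standard error 0.63, adjusted p = 0.0138). The gene hsf-1 itself (WBGene00002004, I, 11953507 to 11963085) was at 47.5 ± 21.2 CPM in ND, 13.4 ± 7.27 in HGD-1 and 22.2 ± 7.53 in HGD-5. This gave a log2 fold change of −1.82 in HGD-1 (standard error 0.38, adjusted p = 0.00113, edgeR with Benjamini-Hochberg adjustment) and −1.1 in HGD-5 (standard error 0.37, adjusted p = 0.206).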

In general, HSF-1 target genes were significantly upregulated and downregulated in HGD-1 animals while only downregulated genes were significantly different in HGD-5 compared to ND (Fig. 5c, d). To determine if this pathway modulates the longevity of HGD-5 animals, we carried out the lifespan assay of short-living *daf-16(lof)* animals. The lifespan of *daf-16(lof)* on HGD-5 was more prolonged than ND (Fig. 5e, Supplementary Data 1), suggesting that the lifespan extension is independent of DAF-16. Next, to quantify the activation of DAF-16 in D5 worms, we monitored DAF-16::GFP localisation (Fig. 5f–h). In D1 worms fed on HGD for 16 h, we observed a remarkable increase in nuclear localisation of DAF-16::GFP, indicative of a HGD-induced stress response. In contrast, the number of DAF-16::GFP-localised nuclei in HGD-5 was lower compared to ND. As expected, DAF-16::GFP profoundly colocalised into nuclei of HGD-1 and HGD-5 worms upon heat shock^63^, showing DAF-16 activation is not compromised by ageing. Together, these findings suggest that DAF-16 is excluded from the nucleus and is not involved in extending the lifespan of D5 animals fed HGD.

**Fig. 5:**
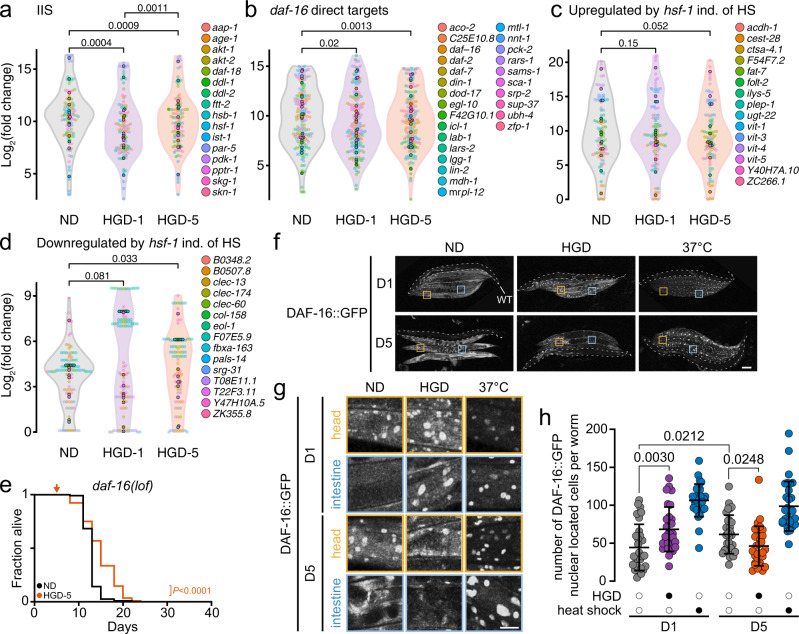
Glucose extends lifespan in aged worms independently of the DAF-16 (FOXO). Differentially regulated genes downstream of the insulin/insulin-like growth factor signalling (IIS) (**a**), daf-16 (**b**), hsf-1 independently (ind.) of heat shock (HS) (**c**, **d**) in animals fed on the normal diet (ND) or high-glucose diet (HGD) from 5-day old (HGD-5). **e** Lifespan assays of *daf-16(lof)* animals fed on the ND or HGD-5 (ND, *n* = 502; HGD-5, *n* = 536 including biological replicates). **f**, **g** Representative images of DAF-16::GFP localisation in 1- (D1) and 5-day old (D5) worms on 16 h ND, HGD (filled circles) or 1 h heat shock (filled circles) at 37 °C (*n* = 60 for each condition including biological replicates). Scale bars represent 100 μm (f) and 25 μm (**g**). Highlighted worms with dashed lines are WT animals. **h** Quantification of GFP in panel **f** (*n* = 30). *P* values to ND of WT. Data shown are the mean ± SEM. Statistical analysis was subjected to one-way ANOVA with Tukey’s test (**a**–**d**, **h**) or log-rank test for lifespan (**e**).

### IRE-1 modulates the longevity of animals on HGD

The UPR is activated to limit cellular damage to adapt to stress conditions and restore ER homoeostasis, while an acute UPR activation drives pro-apoptotic pathways^13^. As high glucose has been reported to induce ER stress^64,65^, we analysed our RNA-seq data to identify UPR target genes that are differentially regulated. 

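Of the genes drawn in Fig. 6a, 103 could be matched and tested, and 14 were higher and 23 lower in HGD-1 (edgeR, Benjamini-Hochberg adjusted p below 0.05, with 47 at an unadjusted p below 0.05). In HGD-5, 0 passed the threshold and 13 had an unadjusted p below 0.05. Among the alternatives set before the data were examined, leaving out replicate 4 lowered the number in HGD-1 most, to 4 higher and 7 lower, and library size as the only scaling gave 4 higher and 24 lower. DESeq2 tested against a log2 fold change of 0.5, an alternative chosen after the data were seen, gave 3 higher and 5 lower. With a replicate block, 14 were higher and 32 lower in HGD-1 and 1 was higher and 1 lower in HGD-5 (mean correlations of same-numbered libraries across genes 0.11 and 0.28). The mean level of the genes differed by −0.19 on the log2 scale in HGD-1 (exact permutation test, p = 0.0801) and by −0.16 in HGD-5 (exact permutation test, p = 0.0325, adjusted over 14 lists 0.114). Camera's adjusted p was 0.237 in HGD-1 and 0.0306 in HGD-5, in the lower direction. By the groups of the figure, 2 of 24 metabolism genes were higher and 9 lower in HGD-1, 7 of 30 other genes were higher and 4 lower, and 1 of 4 oxidative stress genes was higher and 1 lower. In HGD-5, 0 genes of these groups passed the threshold, and 4, 3 and 0 had an unadjusted p below 0.05. In HGD-1, fis-2 (WBGene00001425, X, 8283275 to 8285219, 27 exon bases shared with ksr-1) rose from 22.7 ± 3.53 to 72.4 ± 39.1 CPM (SD, n = 6). The difference corresponds to a log2 fold change of 1.67 (standard error 0.4, adjusted p = 0.00343, edgeR with Benjamini-Hochberg adjustment). The Sec31 gene sec-31 (WBGene00011338, IV, 11365621 to 11371792) had a log2 fold change of −1.84 (standard error 0.44, adjusted p = 0.00314, edgeR with Benjamini-Hochberg adjustment).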

Several UPR target genes were upregulated in HGD animals compared to ND animals (Fig. 6a). 

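The level of stc-1 (WBGene00006059, II, 8563709 to 8566139, 51 exon bases shared with F54C9.14) was 11.8 ± 5.22 CPM in ND, 34.9 ± 39.6 in HGD-1 and 35.2 ± 27.4 in HGD-5 (SD, n = 6). Its log2 fold change was 1.56 in HGD-1, with 3 of 6 same-numbered pairs higher (standard error 0.64, adjusted p = 0.0565, edgeR with Benjamini-Hochberg adjustment), and 1.58 in HGD-5, with 5 of 6 pairs higher (standard error 0.64, adjusted p = 0.278). DESeq2 in place of edgeR brought stc-1 past the threshold in HGD-1, with a log2 fold change of 1.65 (Benjamini-Hochberg adjusted p = 0.0194), whereas no setting did so in HGD-5. For fipr-24 (WBGene00007992, I, 14157611 to 14158078), the levels were 1.03 ± 0.818, 8.71 ± 4.23 and 3.04 ± 3.59 CPM in ND, HGD-1 and HGD-5. Its log2 fold change was 3.08 in HGD-1 (standard error 0.67, adjusted p = 0.00171, edgeR with Benjamini-Hochberg adjustment) and 1.56 in HGD-5 (standard error 0.64, adjusted p = 0.287), and 6 of 6 pairs were higher on each diet. In HGD-5, fipr-24 passed the threshold with DESeq2 and a replicate block (log2 fold change 1.26, Benjamini-Hochberg adjusted p = 0.0218, mean correlation of same-numbered libraries across genes 0.28), but not with a block in edgeR (adjusted p = 0.0992). The level of sec-11 (WBGene00021844, I, 3028325 to 3031092, 72 exon bases shared with rnf-126) was 137 ± 41.9 CPM in ND, 206 ± 53.2 in HGD-1 and 185 ± 26.2 in HGD-5, higher in 5 of 6 pairs on each diet. These levels gave a log2 fold change of 0.59 in HGD-1 (standard error 0.23, adjusted p = 0.0467, edgeR with Benjamini-Hochberg adjustment) and 0.44 in HGD-5 (standard error 0.23, adjusted p = 0.39). The rise of sec-11 in HGD-1 no longer passed the threshold with library size as the only scaling (adjusted p = 0.257, edgeR with Benjamini-Hochberg adjustment) or without a count filter (adjusted p = 0.106).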

Among these, *stc-1*, an orthologue of human *HSPA13*, and *fipr-24*, an uncharacterised protein, are both modulated by IRE-1 as well as signal peptidase complex subunit *sec-11*, an orthologue of human *SEC11C*, genes were strongly upregulated upon HGD. 

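Compared directly between HGD-5 and HGD-1, 2 of the Fig. 6a genes were higher and 2 lower in HGD-5 (edgeR, Benjamini-Hochberg adjusted p below 0.05), 14 had an unadjusted p below 0.05, and 0 passed after adjustment over the list alone. Higher in HGD-5 were gst-1 (WBGene00001749, III, 9059331 to 9060181), by a log2 fold change of 0.84 (adjusted p = 0.0429, edgeR with Benjamini-Hochberg adjustment), and F52B11.2 (WBGene00009925, IV, 14083568 to 14084695, 1 exon base shared with cfp-1), by 0.72 (adjusted p = 0.0452). Lower in HGD-5 were bre-1 (WBGene00000266, IV, 8987266 to 8990444), by −1.13 (adjusted p = 0.0396, edgeR with Benjamini-Hochberg adjustment), and ckb-2 (WBGene00000512, III, 4367949 to 4370160), by −1.14 (adjusted p = 0.0377). A replicate block gave 4 genes higher and 8 lower (mean correlation of same-numbered HGD-5 and HGD-1 libraries across genes 0.46), while library size as the only scaling gave 2 higher and 0 lower. The mean level of the Fig. 6a genes was 0.04 higher in HGD-5 than in HGD-1 (exact permutation test, p = 0.712), and camera's adjusted p was 0.861.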

Overall, more UPR-mediated genes were upregulated in HGD-5 when compared to HGD-1 animals. Notably, secretory pathway genes were highly expressed in HGD-5 animals including *ubc-13*, an orthologue of human *UBE2N*, *sel-1*, an orthologue of human *SEL1L*, *cdc-48.2*, an orthologue of human *VCP*, *ubxn-4*, an orthologue of human *UBXN4*, *der-2*, an orthologue of human *DERL2*, and *sel-11*, an orthologue of human *HRD1*, genes which are implicated in the ER-associated degradation (ERAD). This suggests that unfolded proteins at the ER are likely more efficiently cleared in HGD-5 animals.

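For the 45 secretory pathway genes of Fig. 6a, 4 were higher and 9 lower in HGD-1 than in ND (19 at an unadjusted p below 0.05, edgeR), and 0 passed the threshold in HGD-5, where 6 had an unadjusted p below 0.05. Their mean level differed from ND by −0.38 on the log2 scale in HGD-1, with 1 of 6 pairs higher (exact permutation test, p = 0.00433, adjusted over 14 lists 0.0404), and by −0.23 in HGD-5, with 0 of 6 pairs higher (exact permutation test, p = 0.00649, adjusted 0.0909). Exact sign flips of pairs gave p = 0.0625 in HGD-1 and p = 0.0312 in HGD-5 (adjusted 0.175 for each). Between HGD-5 and HGD-1, 0 secretory pathway genes passed the threshold and 2 had an unadjusted p below 0.05, and the mean level was 0.15 higher in HGD-5, in 4 of 6 pairs (exact permutation test, p = 0.173). With a replicate block, 1 of them was higher in HGD-5 than in HGD-1 (mean correlation of same-numbered libraries across genes 0.46). The level of ubc-13 (WBGene00006708, IV, 2922591 to 2925691) was 82.9 ± 22.9 CPM in ND, 39.6 ± 12.9 in HGD-1 and 57.5 ± 28.5 in HGD-5 (SD, n = 6). In edgeR, the log2 fold change was −1.07 in HGD-1 (standard error 0.31, adjusted p = 0.0116, edgeR with Benjamini-Hochberg adjustment). It was 46.3 ± 11.7, 25.2 ± 15.0 and 35.3 ± 10.9 CPM for sel-1 (WBGene00004759, V, 12560732 to 12563383), with a log2 fold change of −0.88 in HGD-1 (standard error 0.32, adjusted p = 0.0341, edgeR with Benjamini-Hochberg adjustment). For cdc-48.2 (WBGene00008053, II, 8138496 to 8141230, 22 exon bases shared with ints-11), the levels were 346 ± 94.4, 215 ± 90.2 and 255 ± 74.3 CPM, and the log2 fold change in HGD-1 was −0.69 (standard error 0.28, adjusted p = 0.0546, edgeR with Benjamini-Hochberg adjustment). In HGD-5 compared to ND, the log2 fold changes were −0.53 for ubc-13, −0.39 for sel-1, −0.44 for cdc-48.2, −0.05 for ubxn-4 (WBGene00022703, III, 8403709 to 8405562), 0.15 for der-2 (WBGene00020109, III, 7221741 to 7223129) and −0.2 for sel-11 (WBGene00004768, V, 11767328 to 11769899), with adjusted p between 0.437 and 0.945 (edgeR, Benjamini-Hochberg). Compared to HGD-1, the same genes in HGD-5 had log2 fold changes of 0.54, 0.49, 0.25, 0.18, 0.1 and 0.08, with adjusted p between 0.267 and 0.845 (edgeR, Benjamini-Hochberg). No setting brought any of them past the threshold in HGD-5 against either diet.

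**Figure D3:**
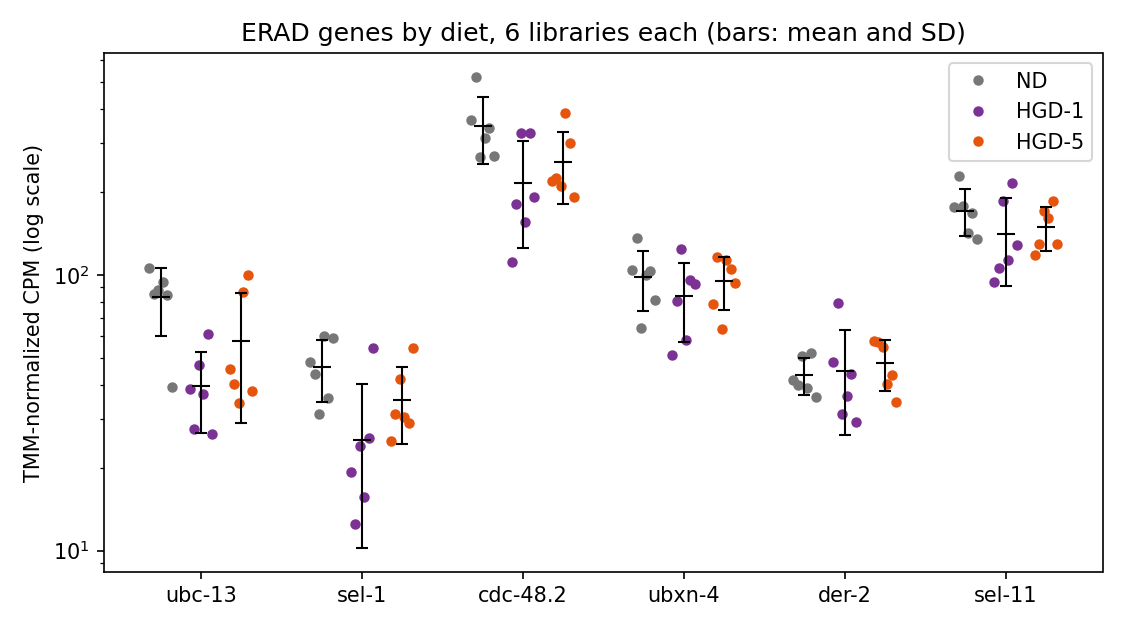
Levels of ubc-13, sel-1, cdc-48.2, ubxn-4, der-2 and sel-11 in ND, HGD-1 and HGD-5 in CPM on a log axis. Points are libraries, and bars give the mean and SD of 6 libraries per diet. The mean of ubc-13 is 82.9 in ND, 39.6 in HGD-1 and 57.5 in HGD-5.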

**Fig. 6:**
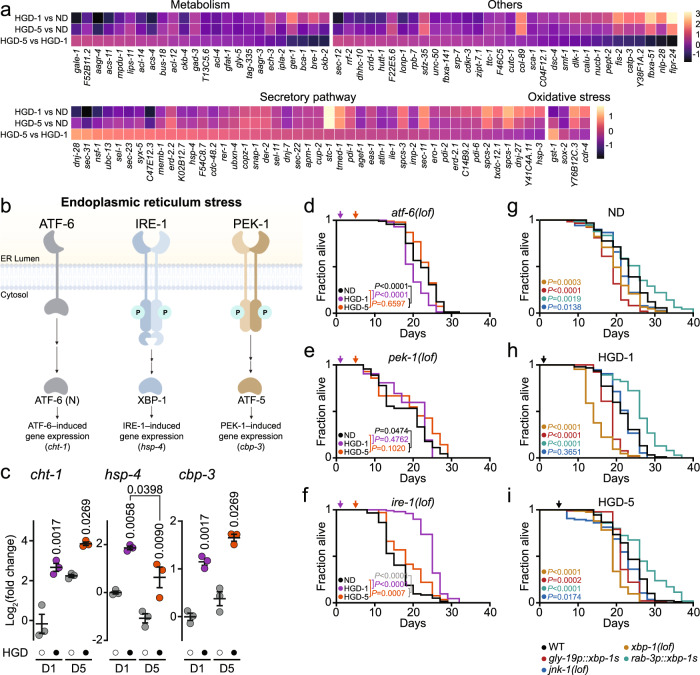
The UPR responsiveness is remodelled in aged worms extending lifespan upon HGD. **a** Differentially expressed genes related to the UPR comparing each diet group with one another. **b** Overview of the unfolded protein response (UPR) in *C. elegans*. Created with BioRender.com. **c** qPCR comparing expression of genes *cht-1*, *hsp-4*, and *F40F12.7* induced from UPR branches ATF-6, IRE-1, and PEK-1, respectively, in 1- and 5-day-old WT worms fed 24 h normal diet (ND, open circles) or high glucose diet (HGD, filled circles). Data shown are the mean ± SEM (*n* = 3). **d**–**g** Lifespan assay of 1- and 5-day-old *atf-6(lof)* (ND, *n* = 287; HGD-1, *n* = 99; HGD-5, *n* = 280 including biological replicates) (**d**) and *pek-1(lof)* (ND, *n* = 215; HGD-1, *n* = 52; HGD-5, *n* = 104 including biological replicates) (**e**) worm mutants fed ND or HGD. **f** Lifespan assay of *ire-1(lof)* worm mutant treated as in **d** (ND, *n* = 229; HGD-1, *n* = 387; HGD-5, *n* = 263 including biological replicates). Lifespan assays of WT, *xbp-1(lof)*, *gly-19p::xbp-1s*, *rab-3p::xbp-1s* and *jnk-1(lof)* fed ND (**g**), HGD-1 (**h**) or HGD-5 (**i**). Statistical analysis was subjected to one-way ANOVA with Tukey’s test (**c**) or log-rank test for lifespan (**d**–**i**).

To validate if HGD induces the UPR in young and aged *C. elegans*, we measured the activation of the UPR in animals fed HGD for 24 h. UPR target genes *cht-1*, *hsp-4* and *cbp-3* were selected to monitor the activity of ATF-6, IRE-1 and PEK-1, respectively (Fig. 6b and Supplementary Fig. 4a–c). Feeding 1- and 5-day-old WT worms for 24 h on HGD-induced ER stress with significant activation of the UPR through the three ER stress sensors (Fig. 6c). However, HGD-induced upregulation of *hsp-4* through the IRE-1 branch was significantly lower in D5 compared to D1 worms, consistent with previous findings^16^. On the other hand, the upregulation of *cht-1* and *cbp-3* from HGD in D5 were comparable to D1 worms. These findings suggest that ATF-6 and PEK-1 might compensate for the weak activation of IRE-1 in D5 animals fed a ND, consequently playing an important role in maintaining ER homoeostasis in aged animals. Hereafter, we asked if the UPR plays a role in extending the lifespan of HGD-5 animals. The lifespans of *atf-6(lof)* and *pek-1(lof)* animals on HGD from D1 or D5 were similar to ND (Fig. 6d, e, Supplementary Data 1). These findings indicate that both ATF-6 and PEK-1 participate in extending the longevity of D5 worms on HGD. In contrast, HGD extended the lifespan of D5 *ire-1(lof)* animals when compared to ND (Fig. 6f, Supplementary Data 1). Surprisingly, the lifespan of *ire-1(lof)* animals on HGD-1 was longer than *ire-1(lof)* animals on ND and HGD-5 as well as WT animals on ND (Supplementary Fig. 4d and Table 1).

To further characterise the role of the IRE-1 pathway in modulating the longevity of animals subjected to HGD, we conducted lifespan assays in several mutant worms subjected to ND, HGD-1 and HGD-5. Upon ER stress, IRE-1 activation causes increased splicing of *xbp-1* mRNA (*xbp-1s*), resulting in the translation of the transcription factor XBP-1 which regulates a subset of UPR genes^15^. We included *xbp-1(lof)* animals as well as mutant animals with constitutive expression of *xbp-1s* in intestinal (*gly-19p::xbp-1s*) and neuronal (*rab-3p::xbp-1s*) cells^16^. A constitutive expression of *xbp-1s* in specific tissues translates into the upregulation of XBP-1 target genes regardless of ER stress. As an alternative to the IRE-1/XBP-1 axis, we also incorporated *jnk-1(lof)* animals. IRE-1 exhibits pro-apoptotic properties by phosphorylating c-Jun amino-terminal kinase (JNK-1) during chronic ER stress. As previously reported^20^, the lifespan of *xbp-1(lof)* animals was shorter compared to WT on ND (Fig. 6g). The lifespan of *gly-19p::xbp-1s* animals was shorter while *rab-3p::xbp-1s* animals exhibited a significant increase in longevity when compared to WT on ND, similar to previous reports^16,19^. Finally, the lifespan of *jnk-1(lof)* animals on ND was slightly shorter compared to WT, validating previous findings^66,67^. The decreased lifespan of *xbp-1(lof)* animals was exacerbated upon HGD-1 when compared to WT animals on HGD-1 while HGD-5 failed to extend the lifespan of *xbp-1(lof)*, similar to *ire-1(lof)* (Fig. 6h, i). This suggests that XBP-1 is necessary to extend the lifespan of aged animals on HGD while IRE-1 might hyperactivate the UPR through *xbp-1s* in certain tissues. In agreement with this hypothesis, the constitutive expression of *xbp-1s* in neuronal cells increased the lifespan of *rab-3p::xbp-1s* animals on HGD-1 and to a less extent on HGD-5 compared to ND. On the other hand, the constitutive expression of *xbp-1s* in intestinal cells had little effect on the lifespans of *gly-19::xbp-1s* animals on HGD when compared to WT animals. Similarly, *jnk-1(lof)* animals exhibit similar lifespans on the different diets in comparison to WT animals. Together with the transcriptomic analysis, these findings suggest that IRE-1 exacerbates the decreased lifespan of HGD-1 animals, while ATF-6 and PEK-1 promote longevity of HGD-5 animals.

## Discussion

Ageing is defined as a progressive loss of physiological functions, including reduced fertility, decreased protein homoeostasis, cellular senescence, genomic instability and disrupted metabolic homoeostasis^22^. Particularly relevant, infertility has been shown to promote longevity in a DAF-16-dependent manner using the *C. elegans glp-1(lof)* mutant that shows a complete loss of germ cells^68^. Endocrine signalling and multiple transcriptional pathways increase lifespan in gonad-ablated animals^69^. In addition, an increase in insulin signalling through HGD promotes germline proliferation^70^. Thus, germline proliferation in young adult worms combined with HGD could yield a synergistic effect, resulting in accelerated ageing. In contrast, HGD introduced at the post-reproductive stage could stimulate age-attenuated cellular stress responses, consequently extending lifespan through the restoration of cellular homoeostasis. A severe decline in proteostasis correlates with the termination of germline proliferation^71^. Our study points to a specific life stage from which it could be beneficial to promote artificial proteostasis and subsequently attenuate the consequences of ageing. Interestingly, animals subjected to HGD at the pre-reproductive stage or short HGD exposure in young adults have been reported to extend lifespan^72,73^. The timing and length for intervention might be critical, as it could exacerbate ageing if done unduly early and persistently. It remains to be interrogated whether the treatment that activates the UPR in post-reproductive mammals correlates with an extension of lifespan through the clearance of intracellular damage.

Extended lifespan is coupled with increased motility and energy metabolism^74,75^, indicating healthy ageing. We found that post-reproductive worms were metabolically more active on HGD by displaying higher mobility, increasing total ATP and oogenesis, thereby suggesting healthier ageing than worms fed on the normal diet. As the proteostasis network declines during ageing, proper digestion of bacteria—including pharyngeal grinding, intestinal lysozymes, saposins and amebapores—might be impaired in aged *C. elegans*^76^. Evidence suggests that the transcriptome and proteome related to glucose metabolic pathways differ in young and post-reproductive worms^77,78^. Similarly, in mice, metabolites derived from glucose, fatty acids and amino acids decline dramatically upon ageing^79^. One could hypothesise that higher levels of HGD-induced insulin production are essential in stimulating the IIS pathway while its responsiveness deteriorates with age. Consequently, it is reasonable to conceive that the glucose diet will restore healthy calorie intake in aged animals while becoming exorbitant when combined with well-digested bacteria in young animals.

The highly conserved insulin signalling pathway promotes lifespan extension when attenuated or muted in *C. elegans* and other multicellular organisms^80^. Ablation of *age-1* or *daf-2* genes doubles the lifespan of *C. elegans*, while the absence of the FOXO transcription factor DAF-16 drastically expedites tissue ageing; hence, reducing longevity^9,63,81^. A HGD is sufficient to shorten longevity by downregulating DAF-16 activity through DAF-2 activation in young adults^5^. Similarly, some dietary restriction protocols increase lifespan by upregulating DAF-16 activity, increasing cellular stress surveillance^82,83^. Surprisingly, our findings suggest that while the ability to activate DAF-16 remains stable until the fifth day of adulthood, it is not involved in promoting the lifespan of post-reproductive worms subjected to HGD. It is, therefore, reasonable to conclude that DAF-16 is inactivated through DAF-2 which promotes glucose uptake and metabolism^84^. In addition, DAF-2 may be necessary through crosstalk with the UPR programme as the IRE-1/XBP-1 axis has been previously reported to compensate for the ablation of the IIS pathway^85^. Interesting, our findings suggest that neuronal XBP-1 is necessary to extend the lifespan of animals subjected to HGD from young adults (Fig. 6h). It would be interesting to elucidate if a synergy between DAF-2 and XBP-1 in neuronal cells is necessary to promote longevity of animals fed HGD.

Preventing decreased protein quality control is imperative for maintaining cellular homoeostasis, whose surveillance takes place in the ER by the UPR pathway^86^. Defects in the pathway compromise the proteostasis network in the ER and promote the accumulation of damaged and misfolded proteins that could be accelerated further during ageing^77^. ER-localised protein disulphide isomerases (PDIs), chaperone calreticulin (CRT-1), HSP-4 paralogue and HSP-3 (Hsp70 orthologue) have been reported to decline by about two-fold throughout *C. elegans* lifespan. Similarly, ER stress-induced upregulation of HSP-4 through the IRE-1 branch of the UPR is attenuated drastically during ageing^16^. On the other hand, the downstream target of the UPR sensor IRE-1, XBP-1, has been shown to act conjointly with DAF-16 to enhance ER stress resistance and thus longevity of IIS mutant worms^85^. Subsequently, the intervention of the UPR in maintaining ER and cellular homoeostasis is critical to extending the lifespan. In contrast, our findings suggest that IRE-1 is detrimental to the longevity of young animals on HGD (Fig. 6f). We hypothesise that HGD-driven hyperactivation of IRE-1 in young animals may induce premature cell death. However, the relative function of the ATF-6 and PEK-1 branches of the UPR is largely unknown during ageing. Our findings suggest the decline in IRE-1-mediated UPR responsiveness in aged worms compromises cellular homoeostasis^77^ while ER stress agents such as glucose hyperactivate IRE-1 in young animals (Fig. 7). Additionally, the highly conserved UPR sensors ATF-6 and PEK-1 compensate for the decline of IRE-1 in aged animals to promote longevity upon HGD. Future studies should identify drugs that will selectively activate the ATF-6 and PEK-1 pathways while attenuating the IRE-1 pathway without leading to an acute UPR activation. Ideally, the fitness of the UPR should persist throughout life, in particular, during older age to prevent the age-related accumulation of cellular damage^87^ and consequently premature death.

**Fig. 7:**
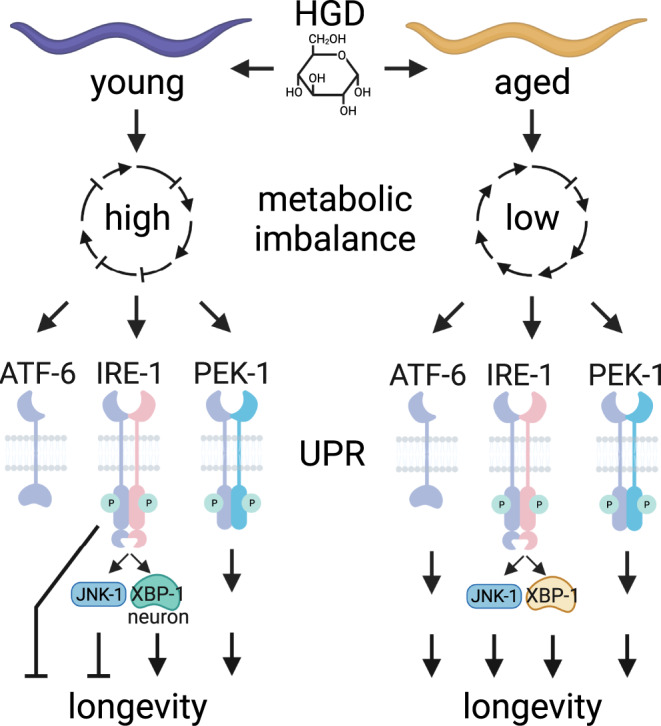
HGD-induced UPR modulates longevity differently in young and aged animals. *C. elegans* fed high glucose diet (HGD) at a young (day 1 of adulthood) or older (day 5 of adulthood) age induces a high and low metabolic imbalance, respectively. In turn, HGD reduces the longevity of young animals in an IRE-1-dependent manner while promoting an increase in lifespan via the ER stress sensors ATF-6 and PEK-1 in aged animals. The proposed model is applicable to chemically-sterilized worms. Created with BioRender.com.

## Methods

### *C. elegans* strains, RNAi constructs and bacterial strains

All strains were grown at 20 °C using standard *C. elegans* methods as previously described^89,90^. Nematode growth media (NGM) agar plates were seeded with *E. coli* strain OP50 (UV-killed bacteria for lifespan assays) for normal growth and with HT115 bacteria for RNAi feeding. NGM agar plates were supplemented with 2% glucose (high glucose diet, HGD) when indicated. RNAi feeding was performed as previously described^91^, and the RNAi library was obtained from the Fire lab^92^. The plasmids were verified by sequencing. *C. elegans* strains wild type N2, *atf-6(ok551), daf-16(mu86)*, *daf-16::GFP(tj356), fem-1(hc17)*, *glp-1(e2144)*, *ire-1(ok799)*, *jnk-1*(gk7)*, pek-1(ok275), rab-3p::xbp-1s*(uthls270), *xbp-1*(zc12) and bacteria strains *OP50* as well as *OP50*-*GFP* were gifted from the *Caenorhabditis* Genetics Centre. *far-3p::GFP(bc14852)* was a gift from Seung-Jae Lee laboratory^37^. *gly-19p::xbp-1s*(uthIs388) was generously provided by Rebecca Taylor laboratory^19^.

### Lifespan assay on solid plates

Lifespan assays were performed at 20 °C as previously described^49^. Animals were transferred to NGM plates containing 2% glucose on day 1 or 5 of adulthood when indicated. Day 1 was defined as the egg hatching event. Pyrimidine analogue 5-fluoro-2′-deoxyuridine (FUdR, Sigma; St. Louis) was supplemented with a concentration of 50 µM to L4 stage worms to prevent the development of progeny. Adults were scored manually as dead or alive every 2-3 days. Nematodes that ceased pharyngeal pumping and had no response to gentle stimulation were recorded as dead. Worms that were dead due to desiccation were excluded from the analysis.

### Lifespan assay in liquid culture

Around 10 synchronised L1 stage WT worms were seeded into a well of a 96-well microplate containing 150 µl of S-medium supplemented with 1 mg/mL of UV-killed OP50, 50 µg/mL Carbenicillin, 0.1 µg/mL Amphotericin B^90^. Upon reaching young adult, FUdR was added to a final concentration of 0.12 mM. Two per cent D-glucose was added to the respective wells on Day 5. Culture media was changed every 2 days. Worms were counted and scored daily using an inverted microscope (CKX53, Olympus, Japan) using a 4× or 10× objective until the death of all worms was recorded. Intense lighting was used to induce animal movement to determine survival. Wells that contained hatched eggs or contamination were censored from the analysis.

### Pharyngeal pumping assay

Pharyngeal pumping was measured by monitoring the number of pharyngeal bulb contractions in a 60-s interval. Videos were recorded with a Dino-eye Eyepiece camera (Dino-eye, Taiwan) fitted onto a stereomicroscope (Nikon, Tokyo) using DinoCapture 2.0. Contractions were carefully monitored through videos at 0.4× playback speed. At least 20 worms were recorded for each group. Worms that exhibited under 5 contractions per 10 s were considered as not pumping and excluded from the analysis.

### Quantification of bacteria intake

The consumption of *E. coli* OP50 by worms was assessed in 96-well plates as previously described^36^. Each well contained ~10 5-day-old worms and 0.37 OD_600_/ml bacteria in 50 μl of S-complete liquid medium supplemented with 50 µg/ml carbenicillin and 50 μM FUdR. After 72 h incubation, plates were shaken at 200 rpm for 15 min and the absorbance at 600 nm was measured. The relative number of bacteria consumed was obtained from the difference in the absorbance at 600 nm (Tecan Infinite M200Pro with i-control software) normalised to the number of worms. The same drug-supplemented media without worms was set as blank. At least 157 nematodes were recorded for each group. Bacteria intake was calculated from the difference in absorbance over the 72 h period.

### Glucose assay

Glucose levels were measured as previously described^5^ with some modifications. Approximately 1000 worms were harvested following 24 h growth on NGM supplemented with 2% glucose when indicated. Pelleted worms were lysed by bead beating in RIPA buffer (50 mMTris-HCL,150 mM NaCl, 2 mM EDTA, 1%NP-40, 0.1% SDS) and spun down at 12,000 × *g* for 5 min, 4 °C to remove the debris. The clarified lysate was transferred to a new tube and protein content was determined by bicinchoninic acid (BCA) assay. Trichloroacetic acid (TCA) was added to the remaining lysate to a final concentration of 10% and spun down at 12,000 × *g* for 5 min, 4 °C. The supernatant was neutralised to pH 7 with 1 N NaOH containing 100 mM potassium phosphate. Glucose levels were measured using the Amplex Red Glucose/Glucose Oxidase kit (Thermo Fisher, Waltham, MA) following the manufacturer’s protocol using Tecan Infinite M200Pro with i-control software.

### Thrashing assay

Synchronised worms were harvested at D8 and washed three times with M9. The number of worms was adjusted in M9 medium to 10 worms per 10 µl. The thrashing of the worms was recorded 1 min at ×0.8 magnification of an SMZ1500 Nikon Stereomicroscope. Further analysis was done with the wrMTrck plugin in Fiji software version 1.53c. Student’s *t*-test was performed using GraphPad Prism version 9.2.0 for Windows (GraphPad Software, Inc., San Diego, CA).

### Bulk RNA sequencing and data processing

A single pool of ~6000 synchronised worms was grown on ND to day 1 of adulthood (D1). From the same single pool, a subset of ~2000 worms was fed HGD-1. The second subset of ~2000 worms grown on ND was fed HGD-5 at day 5 of adulthood (D5). Worms fed ND, HGD-1, and HGD-5 were harvested at D8. All samples were collected in six biological replicates. Pelleted worms were lysed by beat beating in TRIzol reagent (Thermo Fisher, Waltham, MA). Total RNA was isolated using Nucleospin RNA (Macherey Nagel) following the manufacturer’s protocol. Contaminant genomic DNA was removed from samples with TURBO DNase (Thermo Fisher) following the manufacturer’s protocol. mRNA quality was assessed by NanoDrop 1000 v3.8 (Thermo Scientific), and 100 ng/µl of the samples with RNA integrity number above 8.0 were proceeded with library preparation. A paired-end bulk RNA sequencing for a minimum of 100 sequencing length per read was carried out using Illumina HISEQ 4000 sequences with 2 lanes per sample. Library preparation, RNA quality assessment, RNA-seq and quality control were outsourced from Genome Institute of Singapore, A*STAR (Singapore). Raw FASTQ reads and gene counts were uploaded to the NCBI GEO database with Accession number GSE182981.

The raw sequences for ND, HGD-1 and HGD-5 were aligned to WormBase reference genome (GCF_000002985.6) using *Rsubread* package (v2.4.3) and annotated with WormBase (WBcel235.104). Gene counts from two independent runs of bulk RNA sequencing generated from Binary Alignment/Map (BAM) files were normalised and confounding factors such as batch variation were considered. The differential gene expression analysis using *DESeq2* (v1.30.1) during which undetected (NA) and lowly expressed genes (<10) were filtered out for at least five biological replicates.

An adjusted *P*-value of 0.05 was used to define differentially expressed genes, gene set enrichment analysis [Gene Ontology using *clusterProfiler* (v4.0.5); MeSH Terms using *meshes* (v1.18.1)] and pathway analysis [Kyoto Encyclopaedia of Genes and Genomes using *gage* (v2.42.0) and *pathview* (v1.32.0)]. All codes were written in RStudio (R version 4.0.4). Plots were generated using *pheatmap* (v1.0.12) and *ggplot2* (v3.3.5).

### Immunoblotting

Worms were collected, washed in M9 buffer, then lysed in RIPA buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1% NP-40, 0.1% SDS, 2 mM EDTA, and 0.5% sodium deoxycholate) with protease inhibitor cocktail (Roche, Basel, Switzerland) by bead beating three times for 30 s at 6500 rpm with the samples chilled on ice between the homogenisation steps. Samples were then centrifuged 5 min at 10,000 × *g* 4 °C. Cleared lysate protein concentration was measured by using the BCA assay kit (Thermo Fisher, Waltham, MA). Sixty micrograms of total proteins were separated on 10% SDS-PAGE gels and transferred to nitrocellulose membranes. Membranes were blocked for 1 h with Odyssey blocking buffer TBS (Li-COR Biosciences, Lincoln, NE) at room temperature, and incubated with 1:1,000 of monoclonal anti-GFP antibody and 1:10,000 of monoclonal anti-tubulin antibody overnight at 4 °C (Roche, catalogue number 11814460001), washed, and incubated with 1:10,000 of IRDye 800CW anti-mouse IgG antibody (Li-COR Biosciences, catalogue number 925-32210). Membranes were washed and scanned with an Odyssey CLx imaging system. Uncropped and unprocessed scan of the cropped blot of Fig. 3b is reported in Supplementary Fig. 5.

### Trehalose assay

About 1000 worms were collected, washed in M9 buffer and lysed in RIPA buffer by bead beating three times for 30 s at 6500 rpm with the samples chilled on ice between the homogenisation steps. Samples were then centrifuged 5 min at 10,000 × *g*, 4 °C. *C. elegans* were harvested and washed off plates using M9 buffer. Cleared lysate protein concentration was measured using the BCA assay kit (Thermo Fisher, Waltham, MA). Remaining cleared lysates were treated with 10 mg/ml alkaline borohydrides to reduce sugar and subsequently neutralised with 200 mM acetic acid. Next, the concentrations of trehalose were measured using the Trehalose Assay Kit (Megazyme, Wicklow, Ireland) following the manufacturer’s protocol using Tecan Infinite M200Pro with i-control software.

### Neutral lipid staining

Fat staining to visualise lipid droplet was performed as previously described^93^. Day 1 adult worms were collected and washed thrice with 1× PBS, allowed to settle by gravity, then permeabilized 1 h at room temperature with equal volume of 1× PBS and 2× MWRB buffer (160 mM KCl, 40 mM NaCl, 20 mM EDTA, 10 mM spermidine, 30 mM HEPES and 50% methanol) containing 2% paraformaldehyde. Permeabilized animals were washed thrice with 1× PBS. Three-hundred microliters of 60% isopropanol was then added to the worms and incubated for 15 min. Thereafter, palleted worms were incubated 2 h at room temperature in 1 mL Oil-Red-O, or ORO (Sigma, catalogue number O0625) working solution. The working solution was prepared by diluting 5 g/L ORO stock solution in isopropanol with water to a final concentration of 60%. Thereafter, the worms were allowed to settle with gravity, followed by at least two washes of 1× PBS + 0.01% Tween 20 and small number of worms were pipetted on 2% agarose pad on a glass slide for imaging. The samples were imaged with a Zeiss Cell Observer fluorescence microscope at 20X magnification (Zeiss) taken with a colour camera with same exposure settings used across all the conditions. In Fiji software version 1.53c, the RGB images were split into their respective channel while retaining the images from green channel for further analysis^94^. The images were then inverted and the intensity of the ORO staining immediately behind the pharynx of each worm was measured with the oval selection tool with fixed area of 70 pixels radius across all the samples. The intensity of ORO staining is derived from the mean intensity of ORO stain minus the average mean intensity of the background multiplied by the area of selection^55^.

### Lipid extraction and total fatty acid analysis

Synchronised L1 worms were transferred on NGM plates seeded with UV-killed OP50 bacteria and grown to the L4 stage. Worms were then transferred to new plates containing 50 mM FUdR. On day 1 of adulthood, a subset of the worms was transferred to plates without glucose (ND-1) or with 2% glucose (HGD-1) for 24 h. Independently, on day 5 of adulthood, another subset of worms was transferred to plates without glucose (ND-5) and with 2% glucose (HGD-5) for 24 h. From these 4 conditions, approximately 10,000 worms were harvested, washed thoroughly with M9 buffer and homogenised by bead beating three times for 30 s at 6,500 rpm. A portion of the lysates was cleared to quantify total protein using the bicinchoninic acid (BCA) protein quantification assay (Sigma-Aldrich). A volume corresponding to three mg of total protein was transferred to glass tubes and lyophilised overnight (Virtis). One hundred microliters of 1 mM C23:0 (lignoceric acid) were added to the tubes as internal standard. The worms were hydrolysed and esterified to fatty acid methyl esters (FAME) with 500 μl of 1.25 M HCl-methanol for 1 h at 80 °C. FAMEs were extracted three times with 1 ml of hexane. Combined extracts were dried under nitrogen gas, resuspended in 15 μl hexane. FAMEs were separated by gas chromatography with a flame ionisation detector (GC-FID) (GC-2014; Shimadzu, Kyoto, Japan) using a ULBON HR-SS-10 50 m × 0.25 mm column (Shinwa, Tokyo, Japan). Supelco 37 component FAME mix was used to identify corresponding fatty acids (Sigma-Aldrich, St. Louis, MO). Data were normalised to internal standards C15:0 and C23:0. Heatmap was generated in GraphPad Prism 9.2.0.

### Fluorescence microscopy

To quantify DAF-16::GFP localisation and GFP expression, worms were immobilised with 25 mM tetramisole and mounted on a 2% agarose pad. Images were captured using Zeiss LSM 800 confocal fluorescence microscope (Carl Zeiss AG, Oberkochen, Germany) with 20× HC PL objective lens with an excitation at 488 nm and emission at 550(13) nm. Two-micrometre Z-stack sections were merged and the number of cells with nuclear-localised DAF-16::GFP was quantified using Fiji software version 1.53c.

### Quantitative real-time PCR

Approximately 1,000 synchronised worms were harvested at the indicated time, and washed in M9 buffer. Worms were lysed with a motorised pestle homogeniser. Total RNA was isolated using TRIzol reagent (Thermo Fisher, Waltham, MA). Contaminant DNA was removed from samples with TURBO DNase (Thermo Fisher) following the manufacturer’s protocol. Complementary DNA (cDNA) was synthesised from total RNA using RevertAid Reverse Transcriptase (Thermo Fisher, Waltham, MA) following the manufacturer’s protocol. qPCR was performed with SYBR Green (Qiagen, CA, USA) according to the manufacturer’s protocol using a CFX-96 Real-time PCR system (Bio-Rad, Hercules, CA, USA). Thirty nanograms of cDNA and 50 nM of the paired primer mix for target genes were used for each reaction. Relative mRNA was normalised to the housekeeping gene *act-1* (Supplementary Table 1). Oligonucleotides used in this study are listed in Table S2.

### Statistics

Error bars indicate standard error of the mean (SEM), calculated from at least three biological replicates unless otherwise indicated. *P* values were calculated using one-way ANOVA with Tukey’s test or log-rank test for lifespan unless otherwise indicated and reported as *P* values with 4 significant digits in the figures. All statistical tests were performed using GraphPad Prism 9.2.0 software.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

## Data Availability

The source data for this study are available at the Dataverse Project doi.org/10.21979/N9/GEPEAG and as a Source data file provided with this paper. All RNA sequencing data is available at the Gene Expression Omnibus accession number GSE182981. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: The unfolded protein response reverses the effects of glucose on lifespan in chemically-sterilized C. elegans
**Source:** Nat Commun. 2022 Oct 19;13:5889. doi: 10.1038/s41467-022-33630-0
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

### **The unfolded protein response reverses the effects of glucose on lifespan in chemically-sterilized *C. elegans***

Caroline BEAUDOIN-CHABOT, Lei WANG, Cenk CELIK, Aishah Tul-Firdaus ABDUL KHALID, Subhash THALAPPILLY, Shiyi XU, Jhee Hong KOH, Venus Wen Xuan LIM, Ann Don LOW, Guillaume THIBAUT

## SUPPLEMENTARY FIGURES AND TABLES

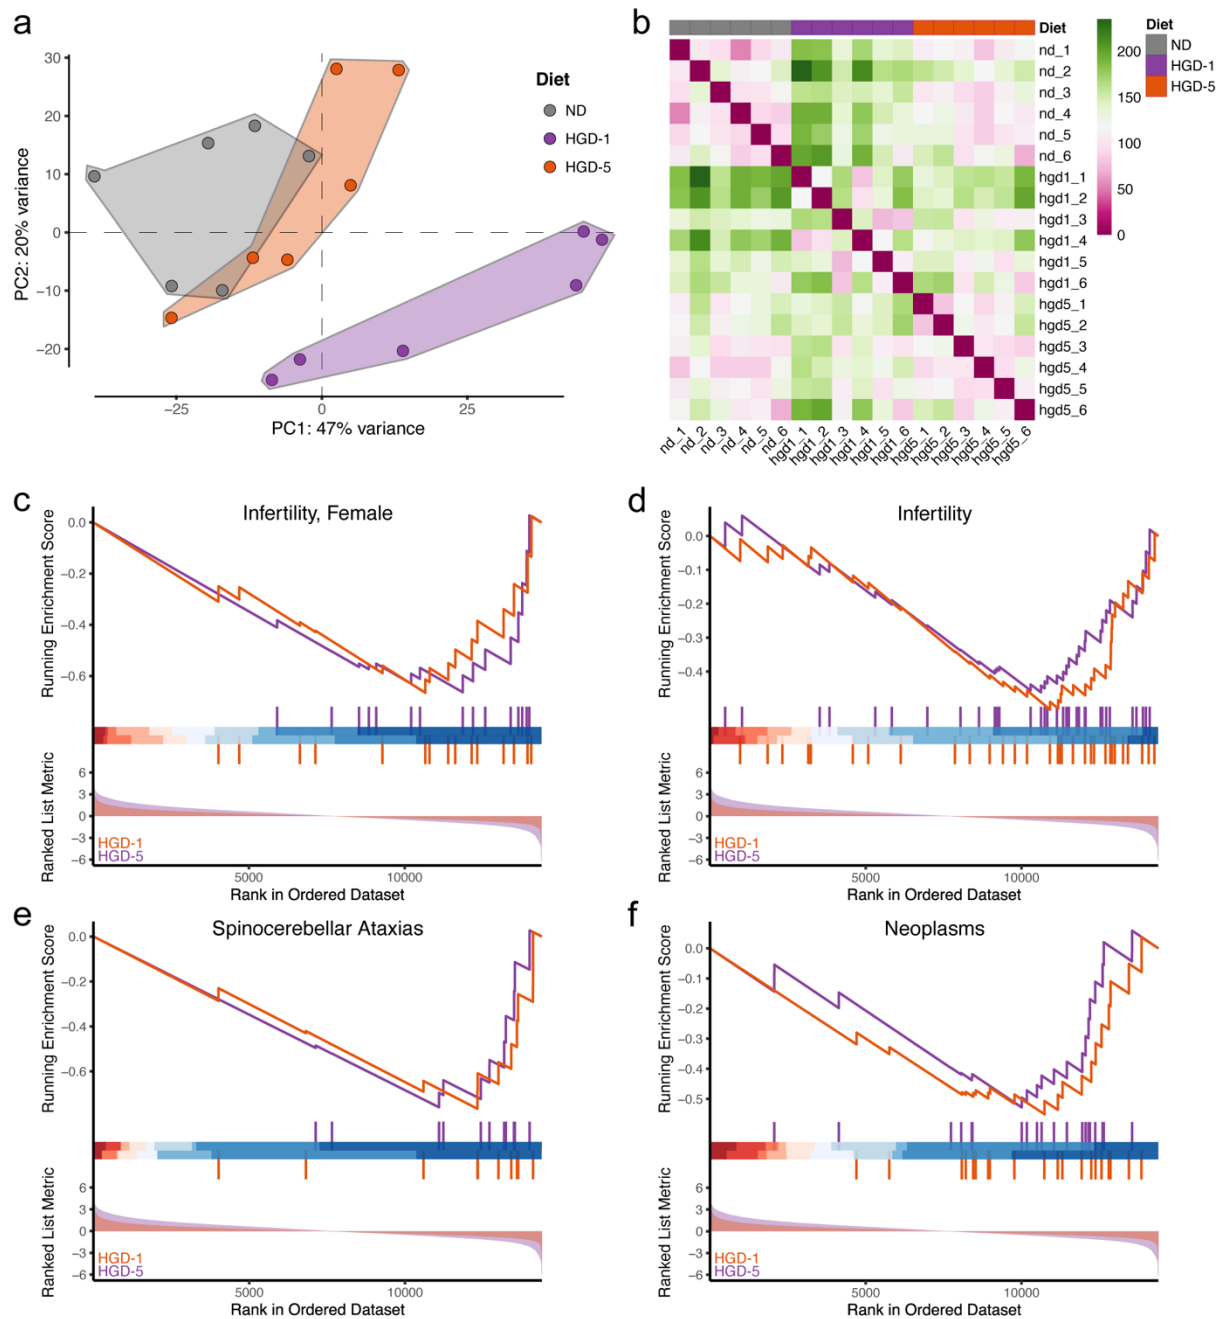

**Supplementary Fig. 1 RNA-seq QC.**

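Over the log2 CPM of all genes tested, the first principal component held 37.2% and the second 21.0% of the variance between libraries, and with the 500 most variable genes they held 45.3% and 20.6%. On the first component, ND libraries lay between −87.9 and −14.7, HGD-5 libraries between −57.5 and 30.8, and HGD-1 libraries between −19.7 and 129.2. Replicate 6 had the highest value of its diet on the second component, with 30.5 in ND, 102.0 in HGD-1 and 57.0 in HGD-5. Replicates 3 and 5 came next on both glucose diets, at 75.8 and 55.0 in HGD-1 and at 24.7 and 5.9 in HGD-5. Replicates 1, 2 and 4 lay lower, at 7.0, −13.5 and 7.2 in HGD-1 and at −63.0, −70.2 and −44.5 in HGD-5. In ND, replicate 3 was instead the lowest, at −46.7. Whether a sequencing run or batch lies behind this split was not tested, as none is named. Between HGD-5 and HGD-1, 789 genes were higher and 948 lower in HGD-5 (edgeR, Benjamini-Hochberg adjusted p below 0.05), with 4021 at an unadjusted p below 0.05. Over all genes tested, the libraries of 652 (4.53%) separated completely, which chance gives for 0.216% on average. Of the genes past the threshold, 45.4% were higher in HGD-5, against 61.3% with library size as the only scaling (902 higher and 570 lower) and 34.1% with at least 10 counts required in every library (418 higher and 807 lower). With a replicate block, 1623 genes were higher and 1551 lower, where same-numbered HGD-5 and HGD-1 libraries had a mean correlation across genes of 0.46 (exact one-sided permutation of pairings, p = 0.00417). The collagen gene col-43 (WBGene00000620, V, 8049703 to 8050911) was at 83.7 ± 61.4 CPM in HGD-1 and 3.47 ± 3.13 in HGD-5 (SD, n = 6). The log2 fold change was −4.59 (adjusted p = 0.00151, edgeR with Benjamini-Hochberg adjustment), with reads of related collagens not told apart. Y38E10A.9 (WBGene00012587, II, 12608953 to 12609648) held 0 to 2 counts in HGD-5 and 5 to 71 in HGD-1, at least 10.9-fold lower in HGD-5 (adjusted p = 0.00132, edgeR with Benjamini-Hochberg adjustment). The level of Y46H3D.1 (WBGene00021608, V, 1642499 to 1643121) was 1.48 ± 1.46 CPM in HGD-1 and 0.0999 ± 0.0596 in HGD-5. This gave a log2 fold change of −3.88 (adjusted p = 0.00375, edgeR with Benjamini-Hochberg adjustment). Higher in HGD-5 were sdz-9 (WBGene00017253, II, 2772369 to 2773634), with a log2 fold change of 4.17 (adjusted p = 0.000508, edgeR with Benjamini-Hochberg adjustment), sdz-10, at least 3.24-fold (adjusted p = 0.00277), and fbxb-33, at least 1.9-fold (adjusted p = 0.00226). These bounds are for mean levels. In HGD-5, sdz-10 held 1 to 27 counts, so its lowest library was under the floor of 3 counts, and fbxb-33 held 4 to 11. Of the lists standing in for the ontology sets, 6 chromosome structure genes were higher and 0 lower in HGD-5 than in HGD-1 (camera adjusted p = 1.33e-08), with a mean level 0.8 higher (exact permutation test, p = 0.0108). The 70 genes of the mitochondrial ribosome had 11 members higher and 0 lower in HGD-5 than in HGD-1 (camera adjusted p = 2.66e-10). Compared to ND, 1 of them was higher and 18 lower in HGD-1 (camera adjusted p = 0.000338), and 0 passed the threshold in HGD-5, where 8 had an unadjusted p below 0.05 and the median log2 fold change was 0.09.

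**Figure D4:**
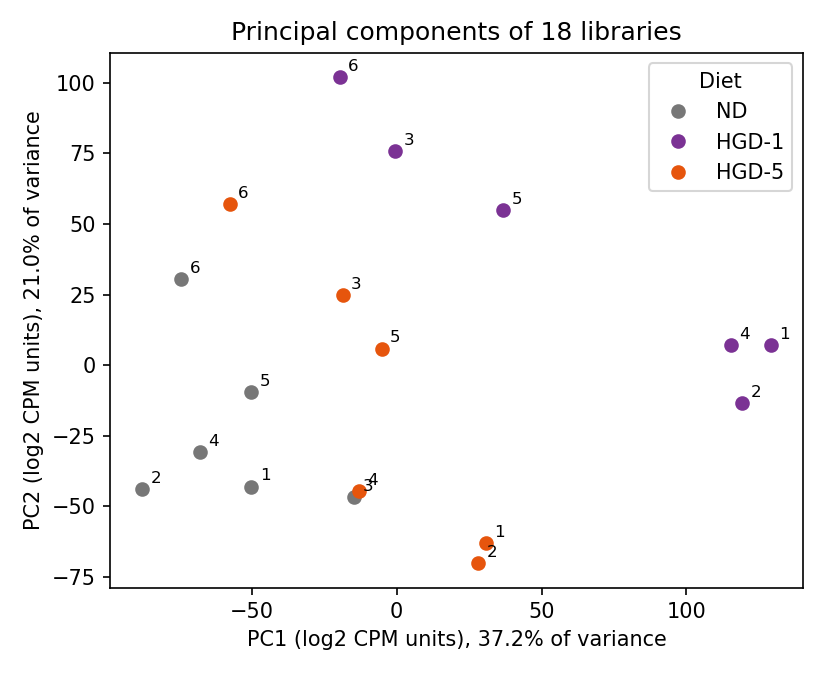
The first and second principal component of log2 CPM over all genes tested, with a point per library coloured by diet and labelled with its replicate number. The first component holds 37.2% and the second 21.0% of the variance, and the ND libraries lie between −87.9 and −14.7 on the first.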

**a** PCA clusters of RNA-seq data and **b** the sample distances matrix for ND, HGD-1 and HGD-5. **c-f** Gene Set Enrichment Analyses comparing HGD-1 and HGD-5.

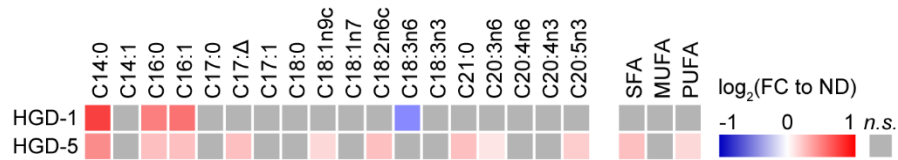

**Supplementary Fig. 2 HGD induces fat storage in HGD-1 and HGD-5 animals.**

Heat map of based 2 logarithmic fold changes (FC) in fatty acids (FAs), distribution of FA length, and saturation of 1- (HGD-1) and 5-day old (HGD-5) worms on 24h HGD compared to their respective WT ND ( $n=3$ ). SFA, saturated fatty acid; MUFA, monounsaturated fatty acid; PUFA, polyunsaturated fatty acid. Two-tailed Student's t-test was performed to evaluate changes in each FA species. Grey boxes indicate non-significant changes in FA levels.  $P > 0.05$ .

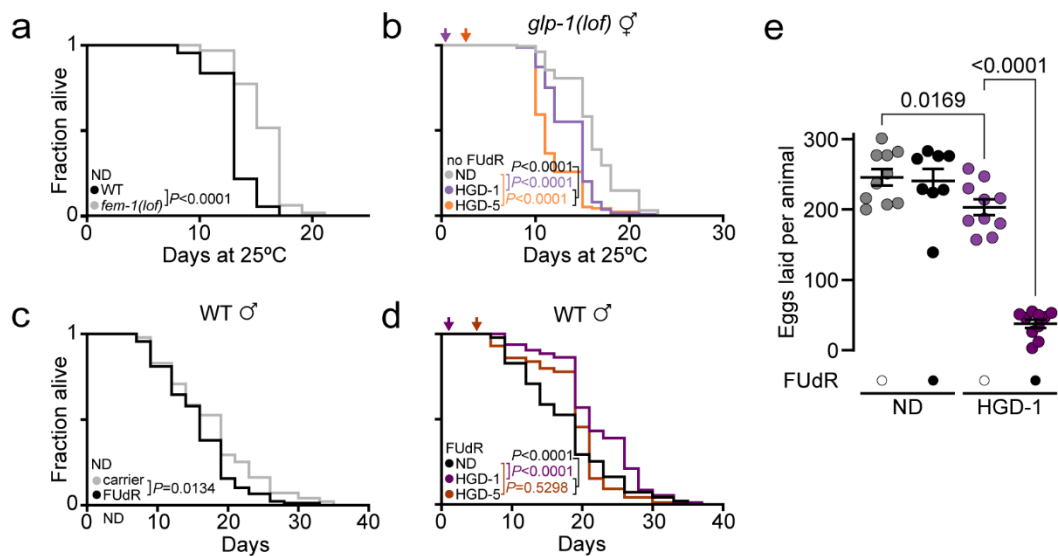

**Supplementary Fig. 3 Lifespan assay of WT male animals.**

**a** Lifespan assays of WT and *fem-1(lof)* hermaphrodite (WT,  $n=109$ ; *fem-1*,  $n=92$ ). **b** Lifespan assays of *glp-1(lof)* hermaphrodite (ND,  $n=242$ ; HGD-1,  $n=248$ ; HGD-5,  $n=236$  including biological replicates) in the absence of 5-Fluoro-2'-deoxyuridine (FUDR). **c** Lifespan assays of WT male animals fed on ND in the absence or presence of FUDR (carrier,  $n=277$ ; FUDR,  $n=307$  including biological replicates). **d** Lifespan assays of WT hermaphrodite animals fed on ND, HGD-1, or HGD-5 in the presence of FUDR (ND,  $n=99$ ; HGD-1,  $n=99$ ; HGD-5,  $n=99$ ). **e** Number of eggs laid per ND and HGD-1 day 4 animals in the absence (open circles) or presence (filled circles) of FUDR. Data shown are the mean  $\pm$  SEM ( $n=10$ ). Statistical analysis was subjected to log-rank test for lifespan (**a-d**) or one-way ANOVA with Tukey's test (**e**).

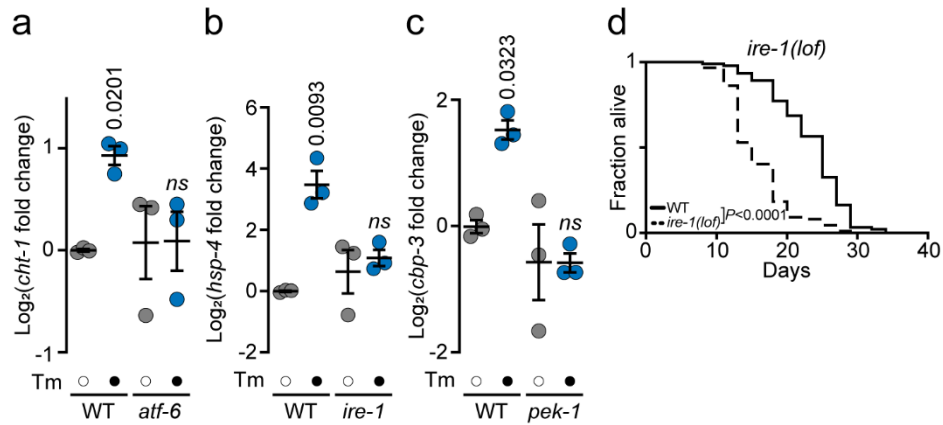

**Supplementary Fig. 4 Validation of ER stress sensor target genes.**

**a** qPCR comparing expression of genes *cht-1* in D1 WT and *atf-6(lof)* worms fed on the normal diet (ND) or ND followed by 4 h exposure to tunicamycin (Tm) ( $n=3$ ). **b** qPCR comparing expression of genes *hsp-4* in D1 WT and *ire-1(lof)* worms treated as in **a** ( $n=3$ ). **c** qPCR comparing expression of genes *F40F12.7* in D1 WT and *pek-1(lof)* worms treated as in **a** ( $n=3$ ).  $P$  values to respective WT or mutant worms without Tm. *ns*, non-significant with  $P>0.05$ . **d** Lifespan assays of WT and *ire-1(lof)* animals fed on ND in the presence of FUDR (WT,  $n=100$ ; *ire-1(lof)*,  $n=87$ ). Data shown are the mean  $\pm$  SEM. Statistical analysis was subjected to one-way ANOVA with Tukey's test (**a-c**) or log-rank test for lifespan (**d**).

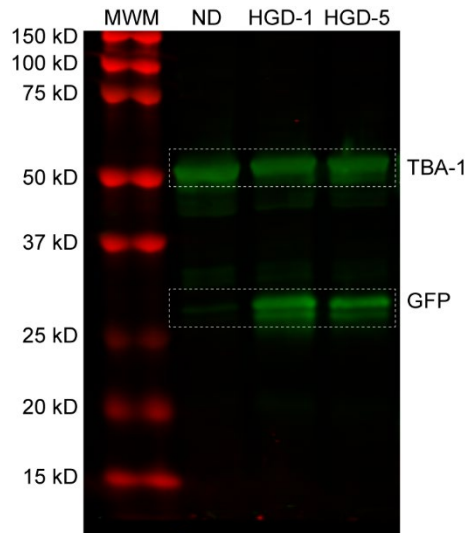

**Supplementary Fig. 5 Representative blot of Fig. 3b.**

Uncropped and unprocessed scan of the cropped blot in Fig. 3b.

#### Supplementary Data 1. Lifespan analysis.

**Supplementary Table 1. Oligonucleotide primers used in this study**

| Primer     | Sequence (5' to 3')     |
|------------|-------------------------|
| ce_act-1 F | AGGACTGGGTGCTCTTCTGG    |
| ce_act-1 R | GAGCACGGTATCGTCACCAA    |
| ce_cbp-3 F | CATTGCCCGATGTGATCAGT    |
| ce_cbp-3 R | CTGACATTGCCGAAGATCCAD11 |
| ce_cht-1 F | TTGGGCTGGAGAAGGAATGT    |
| ce_cht-1 R | ACTCCATCCTCCGAACGAGA    |
| ce_hsp-4 F | CATCTCGTGAATCAACCCT     |
| ce_hsp-4 R | TGACGTCAAGAAGGACAACA    |

# Supplementary material for: The unfolded protein response reverses the effects of glucose on lifespan in chemically-sterilized C. elegans
**Source:** Nat Commun. 2022 Oct 19;13:5889. doi: 10.1038/s41467-022-33630-0
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | We used DinoCapture 2.0 to acquire videos of pharyngeal pumping, Tecan i-control software to quantify bacteria density, glucose and trehalose intake, Illumina HiSeq 4000 to acquire bulk RNA sequences, Odyssey CLx imaging system to acquire immunoblots, Zeiss Cell Observer to acquire neutral lipid stains, Shimadzu GC-2014 to acquire fatty acid levels, Zeiss LSM 800 confocal fluorescence microscope to acquire fluorescence microscope images, and CFX-96 Real-time PCR system to acquire quantitative real-time PCR. |
| Data analysis   | We used Fiji software version 1.53c, GraphPad Prism version 9.2.0 for Windows, and RStudio version 4.0.4. Codes used in this study for quantitative bulk RNA sequencing are available at <a href="http://github.com/cenk-celik/c_elegans_rnaseq">http://github.com/cenk-celik/c_elegans_rnaseq</a> . R codes include Rsubread package (v2.4.3), DESeq2 (v1.30.1), clusterProfiler (v4.0.5); meshes (v1.18.1), gage (v2.42.0), pathview (v1.32.0), pheatmap (v1.0.12) and ggplot2 (v3.3.5).                                       |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

### Data availability

The source data for this study are available at the Dataverse Project doi.org/10.21979/N9/GEPEAG. All RNA sequencing data is available at the Gene Expression Omnibus accession number GSE182981.

### Code availability

R codes used in this study for quantitative bulk RNA sequencing are available at [http://github.com/cenk-celik/c\\_elegans\\_rnaseq](http://github.com/cenk-celik/c_elegans_rnaseq).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

NA

Population characteristics

NA

Recruitment

NA

Ethics oversight

NA

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample size was not predetermined using any statistical method. In our study, we followed standard protocols and procedures from the field. We used a sample size which is equal or above the average considered sufficient for each specific experimental setting.

Data exclusions

In general, data were excluded if the negative and positive controls failed to match expected results. Otherwise, data were not excluded.

Replication

Multiple trials and biological replicates of experiment were conducted. Number of biological replicates are indicated in the figure legends and were combined for data representation.

Randomization

Animals were randomly chosen for analysis. In each assay, worms were randomly selected for analysis from larger population growth under every experimental condition.

Blinding

The experimenters were not blinded. However, many of the experiments were conducted by different experimenters and shown to be consistent, including lifespan assays.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | GFP (mouse anti-GFP; 1:1,000; Roche 11814460001) and IgG IRDye 800CW (anti-mouse IgG; 1:10,000; LiCOR Biosciences 925-32210). |
| Validation      | The antibodies are commercially available and have been validated by their corresponding manufacturer's.                      |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                         |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C. elegans strains wild type N2, atf-6(ok551), daf-16(mu86), daf-16::GFP(tj356), fem-1(hc17), glp-1(e2144), ire-1(ok799), jnk-1(gk7), pek-1(ok275), rab-3p::xbp-1s(uth1s270), xbp-1(zc12), far-3p::GFP(bc14852), and gly-19p::xbp-1s(uth1s388) were used in this study. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                |
| Reporting on sex        | NA                                                                                                                                                                                                                                                                      |
| Field-collected samples | No field collected samples were used in the study.                                                                                                                                                                                                                      |
| Ethics oversight        | No ethical approval is required to study Caenorhabditis elegans.                                                                                                                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: The unfolded protein response reverses the effects of glucose on lifespan in chemically-sterilized C. elegans
**Source:** Nat Commun. 2022 Oct 19;13:5889. doi: 10.1038/s41467-022-33630-0
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1.

**Description:** Lifespan analysis. Lifespan analysis of different strains in the presence of absence of FUdR (5-fluorodeoxyuridine) treated with ND (normal diet); HGD-1, or HGD-5 (high glucose diet treatment at day 1 or 5 adult worms, respectively). L, indicates lifespan assays performed in liquid culture. \*\*P values are compared to their respective treatments. \*\*\*bacteria were not UV-killed for these lifespans assay biological replicates. #Comparison of *ire-1(lf)* biological replicate on ND from Fig. 6f to WT on ND. Statistical analysis was subjected to log-rank test for lifespan.

How the deposited data were processed for this re-analysis (not part of the article)

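Bulk RNA sequencing was analysed for 18 libraries of wild-type worms, 6 each of ND, HGD-1 and HGD-5, which were assigned to diets and replicate numbers by their labels. All count columns could be assigned. The authors aligned the reads with Rsubread v2.4.3 to the WormBase genome, annotated genes with WBcel235 release 104, and deposited unnormalized counts for 46904 genes, in which the sequencing runs of each library are already joined. The paper's text says that batch variation was considered but does not name the batches, the strand setting of the counting or the design formula, and its RNA sequencing methods do not mention FUdR. The authors also deposited a table of HGD-1 against ND and one of HGD-5 against ND, made with DESeq2 v1.30.1 on the 14388 genes with at least 10 counts in at least 5 libraries. In these deposited tables, the mean signal of a gene is the mean of its counts divided by size factors, and the effect is a log2 fold change with its standard error. The deposited score is the log2 fold change beyond 0.5 divided by its standard error, and the deposited p-value and adjusted p-value therefore test against a log2 fold change of 0.5, which was checked on the values. The deposited tables list 1388 genes higher and 1032 lower in HGD-1, and 15 higher and 2 lower in HGD-5, at an adjusted p below 0.05. Of the HGD-5 genes in the deposited table, 12 higher and 2 lower genes were also past the threshold here.

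Counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 in Python 3.11.15. Genes with at least 10 counts in at least 5 libraries were kept, which left 14388 genes, 13765 of them protein coding. Libraries were scaled with TMM, a model of diet was fitted to all 18 libraries with edgeR's robust quasi-likelihood fit (common dispersion 0.267), and p was adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The standard error of a log2 fold change was computed as its absolute value divided by the square root of the quasi-likelihood F statistic. Log2 CPM used a prior count of 2. Gene lists were copied from Figs. 3a, 5a-d and 6a, or written by hand or from gene symbols as families, before the data were examined. They were tested by the number of members past the threshold, with adjustment over all genes and over the list alone, by camera with an inter-gene correlation of 0.01, and by exact permutation tests of the mean log2 CPM of the members over the 924 splits of 6 libraries against 6. Camera's adjusted p covers 27 lists in each comparison, without the quantitative PCR genes, the UPR sensors and the vitellogenins, which are also the yolk genes of Fig. 3a. The smallest p of the permutation test is 0.00216, and that of exact sign flips of the 6 same-numbered differences is 0.0312. Symbols and coordinates were taken from a WBcel235 annotation of release 115, in which 44017 of the gene identifiers had a symbol, 13981 of the tested genes among them, and 14373 tested genes had an exon length. Figure genes that matched no symbol (pfk-1, pfk-2, skg-1, clec-13, hutl-1 and F46C5) and smc-1 of the hand list were left out, and cest-28, srg-31 and T08E11.1 fell under the count filter.

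Library totals ranged from 34211037 to 42643233 counts, and 3 counts, taken as the floor, correspond to 0.0887 CPM in HGD-1 and 0.0772 CPM in HGD-5. Floors cover counting error only, since the reads carry no molecular identifiers. Ribosomal RNA took 0.4146% to 5.27% of a library and mitochondrially encoded genes 0.0658% to 0.9085%. No library repeated another of its diet, with a smallest chi-square per degree of freedom of 43.9 between replicates. On simulated counts for 14388 genes with 200 genes changed 8-fold, edgeR recovered 196 and called 5 others, and DESeq2 recovered 198 and called 33 others. With no gene changed, edgeR called 0 and DESeq2 called 7. The changed genes were drawn only from genes with high mean counts, and the libraries were simulated without any likeness between same-numbered ones. The recovery therefore does not apply to low counts or to smaller changes. Same-numbered libraries were compared by the correlation of their deviations from the diet means, against all 720 pairings of different diets. Genes are named by a rule set before the data were examined. It takes the genes the paper names for its RNA sequencing, UPR and quantitative PCR results and those of Fig. 3c, up to 3 members with the largest change in each direction of each list, and the 3 genes with the largest change in each direction of a comparison among those whose libraries separate completely.

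The alternatives were DESeq2 (with and without a replicate block, and with an absolute log2 fold change above 1), a replicate block in edgeR, DESeq2 size factors or library size as scaling, no count filter or at least 10 counts in every library, only the 2 diets compared, an absolute log2 fold change above 1, each replicate number left out, an estimated inter-gene correlation, the median over list members, a prior count of 0.5, the 500 most variable genes and the variance stabilizing transformation. Chosen after the data were seen were a correction of each library for a spline of 5 degrees of freedom on log2 exon length, the mitochondrially encoded or ribosomal RNA share as a covariate, DESeq2 tested against a log2 fold change of 0.5, and a test of the distances that exchanges only same-numbered libraries. Without a filter, 24783 genes were tested, and 10131 had at least 10 counts in every library. The ontology gene sets of the paper's enrichment analyses were not used here. The lifespan, fatty acid, fluorescence and quantitative PCR measurements were not analysed here.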

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

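In this part, the test of the replicate number behind libraries far from the others was chosen only after the result was seen, and the gene length correction and the covariates were added after the data were seen.

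In 27 of 216 groups of 6 libraries, the highest or lowest library lay far from the other 5 of its diet, against 10.8 expected by chance at a rate of 1 in 20. That rate assumes normally distributed values, whereas most flagged items were CPM, which can be skewed toward high values. Except for ubc-13 and the mean level of the Fig. 6a genes, each flagged value was the highest of its diet. The excess over 10.8 therefore does not by itself show that libraries were aberrant. Among ND libraries, replicate 2 stood apart in cdc-48.2 (523 CPM), daf-16 (157 CPM), fipr-24 (2.62 CPM), gfat-1 (1460 CPM), gfat-2 (1810 CPM) and the rRNA share (2.59%). Replicate 3 of ND did so in F54D8.10 (1.86 CPM), Y38E10A.9 (0.124 CPM) and the mean level of the Fig. 6a genes (4.19 log2 CPM, the lowest of its diet), and replicate 6 of ND in fbxb-33 (0.934 CPM), tps-1 (17.1 CPM) and ubc-13 (39.2 CPM, the lowest of its diet). In HGD-1, the libraries that stood apart were replicate 2 in Y46H3D.1 (4.23 CPM), replicate 3 in cht-1 (87.1 CPM), replicate 5 in sdz-10 (0.0261 CPM) and replicate 6 in ire-1 (30.6 CPM), pek-1 (19.7 CPM), sel-1 (54.1 CPM), tre-1 (18.6 CPM) and tre-3 (12.4 CPM). In HGD-5, they were replicate 2 in fipr-24 (10.0 CPM), replicate 4 in sdz-9 (2.71 CPM) and tbx-38 (2.36 CPM), and replicate 6 in cbp-3 (7.95 CPM), daf-2 (57.9 CPM), tps-2 (45.4 CPM) and the vitellogenin share (13.1%). For sdz-10, the HGD-1 libraries are at the floor of 3 counts and 0.0261 CPM there is a single count. The library with the lowest or highest total of its diet accounted for 4 of the 27 results, and the library with the highest rRNA share of its diet for 6 of 26 (the rRNA share itself left out), so that neither library size nor rRNA share explains most of them. By replicate number, 12 of the 27 results lay in replicate 6 (3 in ND, 5 in HGD-1 and 4 in HGD-5), 8 in replicate 2, 4 in replicate 3, 2 in replicate 4 and 1 in replicate 5. When the replicate numbers were reordered within diets, a number of 12 or more in a replicate was reached with an exact permutation p of 0.139, as chance could give. This test alone therefore does not show that the replicate number gathers these results, and the pattern cannot be told apart from that explanation either. Over whole profiles, same-numbered libraries were alike for HGD-5 and ND (mean r 0.28, exact one-sided permutation, p = 0.00278) and for HGD-5 and HGD-1 (mean r 0.46, exact one-sided permutation, p = 0.00417). The deviations of the replicate 6 libraries from their diet means had an r across genes of 0.57 (HGD-1 and ND), 0.72 (HGD-5 and ND) and 0.82 (HGD-5 and HGD-1). The design gives no condition that differs within a diet, so no biological explanation was tested.

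The effect of glucose against ND differed between HGD-1 and HGD-5, tested directly as HGD-5 against HGD-1, for 1737 genes. By camera, the difference was found for 9 lists, whose mean levels were also compared between libraries (HGD-5 minus HGD-1, exact permutation p without adjustment). Differences with a p below 0.05 were those of chromosome structure genes (camera adjusted p = 1.33e-08, level 0.8, exact permutation p = 0.0108), oocyte and early embryo genes (1.28e-06, level 0.66, p = 0.00649), mitochondrial ribosome genes (2.66e-10, level 0.72, p = 0.0195), far genes (0.000247, level −0.97, p = 0.0173) and collagens (1.93e-06, level −0.63, p = 0.026). By that test, the p was 0.05 or more for major sperm proteins (camera adjusted p = 8.37e-10, level −2.12, exact permutation p = 0.0649), transthyretin-like proteins (5.12e-08, level −0.7, p = 0.0736), lysozymes (0.0174, level −0.62, p = 0.0563) and fungus-induced peptides (0.00621, level −0.86, p = 0.0779). In all 9 lists, however, none of the 6 same-numbered pairs went the other way (exact sign flips, p = 0.0312, the smallest possible, with a mean correlation of same-numbered libraries of 0.46), and no list passed camera's threshold with an estimated inter-gene correlation. For the major sperm proteins, replicate 3 had a mean level of 1.538 log2 CPM in both diets. Their sign-flip p thus rests in part on a pair without a visible difference. Of the major sperm proteins, 13 were lower in HGD-5 than in HGD-1, and 2 with a replicate block, or 28 and 25 after adjustment over the list alone (mean correlation of same-numbered libraries 0.46). Of single genes, far-1 (log2 fold change −1.23), far-2 (−1.26) and far-6 (−1.75) were lower in HGD-5 than in HGD-1, and cht-1 (1.87) and gfat-2 (1.01) were higher. Other splits of the libraries were drawn by exchanging same-numbered libraries of the compared diets, 32 in all with the real split included, and 1 of the 32 splits, the real one, gave as many genes for HGD-5 against HGD-1, where the next gave 10 genes (replicate 5 exchanged). The same held for HGD-1 against ND, with 1 of 32 splits and 3029 genes in the next (replicate 3 exchanged), and for HGD-5 against ND, with 1 of 32 splits and 3 genes in the next (replicate 2 exchanged). In HGD-1 against ND, 5620 genes passed the threshold, and there were 6248 with each library corrected for gene length, 6639 with the mitochondrially encoded share as covariate and 6529 with the rRNA share as covariate, so that none of these removed the difference. The day on which glucose was first given and the time spent on it differ together between the diets, and neither was tested alone.

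Among the genes the paper does not discuss, the largest rises of genes whose 6 libraries all lay beyond those of ND were those of F54D8.10 (log2 fold change 5.79), amt-1 (5.75) and C04G6.2 (5.11) in HGD-1, and amt-1 (3.97), phat-4 (3.15) and C17C3.5 (3.08) in HGD-5. All of them were higher in 6 of 6 same-numbered pairs of the comparison named, which follows from this choice and adds no support. F54D8.10 also stood apart in replicate 3 of ND. The gene amt-1 shares 156 exon bases with C05E11.15, and reads there could have been assigned to either gene. In HGD-5, the adjusted p of amt-1 ranged from 0.017 to 0.127 over the fits that each left out one replicate number (edgeR, Benjamini-Hochberg). No biological explanation was tested for these genes.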

How the results depend on the processing

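All alternatives below were set before the data were examined, except the gene length correction (alone and with a replicate block), the mitochondrially encoded and rRNA shares as covariates, DESeq2 tested against a log2 fold change of 0.5 (alone and with a replicate block), and distances tested by exchanging same-numbered libraries, which were chosen after the data were seen. The mean levels of lists outside the figures were put through the alternatives after the data were seen as well. In parentheses, values joined by "to" are the one reported at the claim and the one under the alternative, in this order, and for mean levels the value under the alternative comes first, with its p. For fits that left out a replicate number, they are the lowest and the highest value. The cause was not tested for any of the changes listed here, apart from the effect of gene length on the cytosolic ribosomal genes, whose values are given among the other observations.

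The number of genes past the threshold was higher in HGD-1 than in HGD-5, both compared to ND, under every alternative that was run, including each fit that left out one replicate number. In HGD-5, between 2 and 1068 genes passed it across the alternatives, and in HGD-1 between 2420 and 7927. All 3 distances between diet centroids kept their side of the threshold under the 500 most variable genes, a prior count of 0.5, library size as the only scaling and the variance stabilizing transformation of DESeq2. When only same-numbered libraries were exchanged, the distance of HGD-5 from ND (69.9) passed the threshold, with an exact permutation p of 0.0312 in place of 0.0606 (mean r of same-numbered libraries 0.28), and the other 2 distances kept their side, each at 0.0312. Chromosome structure genes (lower), transthyretin-like proteins and collagens (higher) kept camera's direction and an adjusted p below 0.05 in both HGD-1 and HGD-5 under every alternative in which edgeR was refitted, except where the inter-gene correlation was estimated for each list. DESeq2 size factors in edgeR left every count over all genes within 1.5 times. Library size as the only scaling took the median log2 fold change of all genes from 0.07 under the trimmed mean of M-values (TMM) to −0.198 in HGD-1 and from −0.004 to −0.157 in HGD-5.

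A same-numbered pairing was tested with replicate number as a block. Exact sign flips of 6 same-numbered differences cannot give a p below 0.0312, so a mean level loses its significance there once a single pair goes the other way by enough.

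With replicate number as a block, whose same-numbered libraries had a mean r of 0.11 (HGD-1 and ND), 0.28 (HGD-5 and ND) and 0.46 (HGD-5 and HGD-1), the number moved for the genes higher in HGD-5 (22 to 83), the genes lower in HGD-5 (2 to 39), the genes higher in HGD-5 than HGD-1 (789 to 1623), the genes lower in HGD-5 than HGD-1 (948 to 1551), the genes higher on both diets (21 to 77) and the genes lower on both diets (2 to 35). Under replicate number as a block, camera's adjusted p fell below 0.05 for the DAF-16 targets (0.0874 to 0.044) in HGD-5. Given replicate number as a block, the exact permutation p of the difference in mean level rose above 0.05 for the glucose genes (0.30, p 0.0625), the IIS genes (−0.84, p 0.0625), the secretory pathway genes (−0.38, p 0.0625), the mitochondrial ribosome genes (−0.58, p 0.0625), the C-type lectins (0.34, p 0.0938) and the lysozymes (1.16, p 0.0625) in HGD-1, the phospholipid and neutral lipid genes (−0.31, p 0.0625), the sphingolipid genes (−0.27, p 0.0938), the IIS genes (−0.42, p 0.0625), the UPR metabolism genes (−0.30, p 0.0625), the oocyte and early embryo genes (−0.41, p 0.0625), the transthyretin-like proteins (0.63, p 0.0938), the fungus-induced peptides (0.75, p 0.125) and the genes of Fig. 6a (−0.16, p 0.0625) in HGD-5, and the C-type lectins (−0.20, p 0.0938) between HGD-5 and HGD-1. With replicate number as a block, the exact permutation p of the difference in mean level fell below 0.05 for the other UPR genes (0.19, p 0.0312) in HGD-1, and the major sperm proteins (−2.12, p 0.0312), the transthyretin-like proteins (−0.70, p 0.0312), the lysozymes (−0.62, p 0.0312) and the fungus-induced peptides (−0.86, p 0.0312) between HGD-5 and HGD-1. For the major sperm proteins, that p includes the replicate 3 pair, whose level was 1.538 log2 CPM in both HGD-5 and HGD-1. Under replicate number as a block, the log2 fold change changed sign for der-2 (0.05 to −0.02) in HGD-1. Of the other values under replicate number as a block, 510 kept their direction and side, 49 counts moved past 1.5 times, 6 passed the threshold only here and 12 no longer passed it.

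With DESeq2 in place of edgeR, the number moved for the genes higher in HGD-5 (22 to 220), the genes lower in HGD-5 (2 to 107), the genes lower in HGD-5 than HGD-1 (948 to 1458), the genes higher on both diets (21 to 195) and the genes lower on both diets (2 to 100). Among the remaining values under DESeq2 in place of edgeR, 391 kept their direction and side, 37 counts moved past 1.5 times and 4 passed the threshold only here.

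With DESeq2 and a replicate block, whose same-numbered libraries had a mean r of 0.11 (HGD-1 and ND), 0.28 (HGD-5 and ND) and 0.46 (HGD-5 and HGD-1), the number moved for the genes higher in HGD-5 (22 to 555), the genes lower in HGD-5 (2 to 513), the genes higher in HGD-5 than HGD-1 (789 to 2126), the genes lower in HGD-5 than HGD-1 (948 to 2178), the genes higher on both diets (21 to 511) and the genes lower on both diets (2 to 475). Under DESeq2 and a replicate block, 337 kept their direction and side, 74 counts moved past 1.5 times, 15 passed the threshold only here and 5 no longer passed it among the other values.

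With DESeq2 and an absolute log2 fold change above 1, the number moved for the genes higher in HGD-5 (22 to 200), the genes lower in HGD-5 (2 to 79), the genes higher on both diets (21 to 177) and the genes lower on both diets (2 to 72). For the values not listed under DESeq2 and an absolute log2 fold change above 1, 132 kept their direction and side and 46 counts moved past 1.5 times.

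With library size as the only scaling, the number moved for the genes higher in HGD-1 (2824 to 1643), the genes higher in HGD-5 (22 to 4), the genes lower in HGD-5 (2 to 1), the genes lower in HGD-5 than HGD-1 (948 to 570), the genes higher on both diets (21 to 4) and the genes lower on both diets (2 to 1). Under library size as the only scaling, camera's adjusted p rose above 0.05 for the C-type lectins (0.0494 to 0.0522) in HGD-1. Given library size as the only scaling, camera's direction turned upward, with its adjusted p, for the large ribosomal subunit genes (0.861 to 0.756) and the small ribosomal subunit genes (0.881 to 0.756) between HGD-5 and HGD-1. With library size as the only scaling, the exact permutation p of the difference in mean level rose above 0.05 for the glucose genes (0.04 from 0.30, p 0.874) and the C-type lectins (0.10 from 0.34, p 0.671) in HGD-1, the phospholipid and neutral lipid genes (−0.45 from −0.31, p 0.0671), the sphingolipid genes (−0.41 from −0.27, p 0.126), the IIS genes (−0.56 from −0.42, p 0.0584), the UPR metabolism genes (−0.44 from −0.30, p 0.139), the secretory pathway genes (−0.37 from −0.23, p 0.0693), the fungus-induced peptides (0.62 from 0.75, p 0.132) and the genes of Fig. 6a (−0.30 from −0.16, p 0.182) in HGD-5, and the fatty acid genes (−0.23 from −0.36, p 0.214) and the C-type lectins (−0.08 from −0.20, p 0.619) between HGD-5 and HGD-1. Under library size as the only scaling, the exact permutation p of the difference in mean level fell below 0.05 for the large ribosomal subunit genes (0.37 from 0.50, p 0.0498) and the small ribosomal subunit genes (0.44 from 0.58, p 0.0433) in HGD-5, and the transthyretin-like proteins (−0.58 from −0.70, p 0.0346) and the lysozymes (−0.49 from −0.62, p 0.0368) between HGD-5 and HGD-1. Given library size as the only scaling, the difference in mean level changed sign for the fatty acid genes (0.23 to −0.04), the yolk genes (0.00 to −0.26), the other UPR genes (0.19 to −0.08) and the SCP-like proteins (0.08 to −0.17) in HGD-1, the glucose genes (0.06 to −0.08) and the other UPR genes (0.07 to −0.07) in HGD-5, and the phospholipid and neutral lipid genes (−0.07 to 0.05), the sphingolipid genes (−0.04 to 0.08), the DAF-16 targets (−0.02 to 0.11), the genes downregulated by HSF-1 (−0.02 to 0.08) and the other UPR genes (−0.12 to 0.01) between HGD-5 and HGD-1. With library size as the only scaling, the log2 fold change changed sign for der-2 (0.05 to −0.28) in HGD-1, and der-2 (0.15 to 0.00), far-2 (0.01 to −0.05), tre-2 (0.10 to −0.05) and tre-3 (0.10 to −0.07) in HGD-5. Of the other values under library size as the only scaling, 493 kept their direction and side, 31 counts moved past 1.5 times, 2 passed the threshold only here and 42 no longer passed it.

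With no filter on counts, the number moved for the genes lower in HGD-5 (2 to 4) and the genes lower on both diets (2 to 4). Under no filter on counts, camera's adjusted p rose above 0.05 for the C-type lectins (0.0494 to 0.053) in HGD-1, and the fungus-induced peptides (0.00621 to 0.0629) between HGD-5 and HGD-1. Given no filter on counts, camera's adjusted p fell below 0.05 for the secretory pathway genes (0.101 to 0.0153) in HGD-1, and the DAF-16 targets (0.0874 to 0.0381) in HGD-5. With no filter on counts, camera's direction turned downward, with its adjusted p, for the SCP-like proteins (0.781 to 0.855) between HGD-5 and HGD-1. Under no filter on counts, the log2 fold change changed sign for tps-2 (−0.01 to 0.01) in HGD-5. Among the remaining values under no filter on counts, 450 kept their direction and side, 28 counts moved past 1.5 times and 32 no longer passed it.

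With the filter of at least 10 counts in every library, the number moved for the genes lower in HGD-1 (2796 to 1789), the genes higher in HGD-5 (22 to 35), the genes lower in HGD-5 (2 to 5), the genes higher in HGD-5 than HGD-1 (789 to 418) and the genes lower on both diets (2 to 5). Under the filter of at least 10 counts in every library, camera's adjusted p rose above 0.05 for the IIS genes (0.0309 to 0.0587) and the C-type lectins (0.0494 to 0.188) in HGD-1, and the sphingolipid genes (0.0288 to 0.194), the secretory pathway genes (0.02 to 0.11), the lysozymes (0.0218 to 0.111) and the genes of Fig. 6a (0.0306 to 0.0786) in HGD-5. Given the filter of at least 10 counts in every library, camera's adjusted p fell below 0.05 for the mitochondrial ribosome genes (0.133 to 0.0352) in HGD-5. With the filter of at least 10 counts in every library, camera's direction turned upward, with its adjusted p, for the sphingolipid genes (0.583 to 0.816) and the oxidative stress genes (0.861 to 0.979) in HGD-1, and the glucose genes (0.979 to 0.95) in HGD-5. Under the filter of at least 10 counts in every library, camera's direction turned downward, with its adjusted p, for the SCP-like proteins (0.759 to 0.949) in HGD-1, and the UPR metabolism genes (0.92 to 0.807), the oxidative stress genes (0.92 to 0.936) and the genes of Fig. 6a (0.861 to 0.81) between HGD-5 and HGD-1. Given the filter of at least 10 counts in every library, the exact permutation p of the difference in mean level rose above 0.05 for the C-type lectins (0.12 from 0.34, p 0.355) in HGD-1, the sphingolipid genes (−0.21 from −0.27, p 0.0823) and the fungus-induced peptides (0.68 from 0.75, p 0.0931) in HGD-5, and the C-type lectins (−0.06 from −0.20, p 0.511) between HGD-5 and HGD-1. With the filter of at least 10 counts in every library, the exact permutation p of the difference in mean level fell below 0.05 for the genes downregulated by HSF-1 (1.40 from 0.34, p 0.00216) in HGD-1, the DAF-16 targets (−0.32 from −0.27, p 0.0433) and the genes downregulated by HSF-1 (0.67 from 0.31, p 0.0152) in HGD-5, and the glucose genes (−0.21 from −0.25, p 0.0433), the genes downregulated by HSF-1 (−0.74 from −0.02, p 0.0173) and the fungus-induced peptides (−1.3 from −0.86, p 0.00866) between HGD-5 and HGD-1. Under the filter of at least 10 counts in every library, the difference in mean level changed sign for the sphingolipid genes (−0.23 to 0.01) and the SCP-like proteins (0.08 to −0.22) in HGD-1, and the other UPR genes (0.07 to −0.05) in HGD-5. Given the filter of at least 10 counts in every library, the log2 fold change changed sign for gfat-1 (−0.21 to 0.02) and gob-1 (−0.15 to 0.04) in HGD-1, act-1 (−0.04 to 0.03), tps-2 (−0.01 to 0.09) and ubxn-4 (−0.05 to 0.04) in HGD-5, and der-2 (0.10 to −0.04), sel-11 (0.08 to −0.02) and stc-1 (0.01 to −0.18) between HGD-5 and HGD-1. Under the filter of at least 10 counts in every library, 434 kept their direction and side, 38 counts moved past 1.5 times, 4 passed the threshold only here and 9 no longer passed it among the other values.

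With a model of only the 2 diets compared, the number moved for the genes higher in HGD-5 than HGD-1 (789 to 495). Under a model of only the 2 diets compared, camera's adjusted p rose above 0.05 for the C-type lectins (0.0494 to 0.0906) in HGD-1. Given a model of only the 2 diets compared, camera's adjusted p fell below 0.05 for the mitochondrial ribosome genes (0.133 to 0.0377) in HGD-5. With a model of only the 2 diets compared, camera's direction turned upward, with its adjusted p, for the glucose genes (0.979 to 0.995) in HGD-5. Under a model of only the 2 diets compared, camera's direction turned downward, with its adjusted p, for the genes upregulated by HSF-1 (0.871 to 0.984) in HGD-1. Given a model of only the 2 diets compared, the log2 fold change changed sign for act-1 (−0.04 to 0.02), tps-2 (−0.01 to 0.05) and ubxn-4 (−0.05 to 0.02) in HGD-5, and stc-1 (0.01 to −0.03) between HGD-5 and HGD-1. For the values not listed under a model of only the 2 diets compared, 462 kept their direction and side, 23 counts moved past 1.5 times and 24 no longer passed it.

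With an inter-gene correlation estimated for each list, camera's adjusted p in HGD-1 rose above 0.05 for the IIS genes (0.0309 to 0.571), the chromosome structure genes (5.09e-11 to 0.403), the oocyte and early embryo genes (9.52e-08 to 0.436), the large ribosomal subunit genes (0.00699 to 0.784), the small ribosomal subunit genes (0.0096 to 0.784), the mitochondrial ribosome genes (0.000338 to 0.748), the far genes (8.04e-05 to 0.403), the major sperm proteins (0.000108 to 0.77), the transthyretin-like proteins (9.89e-12 to 0.436), the C-type lectins (0.0494 to 0.571), the lysozymes (0.00541 to 0.436), the collagens (2.82e-08 to 0.436) and the fungus-induced peptides (0.000113 to 0.436). Under an inter-gene correlation estimated for each list, camera's adjusted p in HGD-5 rose above 0.05 for the phospholipid and neutral lipid genes (0.00866 to 0.391), the sphingolipid genes (0.0288 to 0.391), the IIS genes (0.0197 to 0.391), the UPR metabolism genes (0.0153 to 0.391), the secretory pathway genes (0.02 to 0.391), the chromosome structure genes (3.72e-07 to 0.391), the oocyte and early embryo genes (8.69e-05 to 0.391), the large ribosomal subunit genes (3.72e-07 to 0.48), the small ribosomal subunit genes (7.18e-07 to 0.463), the far genes (0.00388 to 0.391), the transthyretin-like proteins (4.19e-10 to 0.391), the lysozymes (0.0218 to 0.391), the collagens (6.9e-06 to 0.391), the fungus-induced peptides (0.000139 to 0.391) and the genes of Fig. 6a (0.0306 to 0.396). Given an inter-gene correlation estimated for each list, camera's adjusted p between HGD-5 and HGD-1 rose above 0.05 for the chromosome structure genes (1.33e-08 to 0.502), the oocyte and early embryo genes (1.28e-06 to 0.521), the mitochondrial ribosome genes (2.66e-10 to 0.521), the far genes (0.000247 to 0.502), the major sperm proteins (8.37e-10 to 0.521), the transthyretin-like proteins (5.12e-08 to 0.521), the lysozymes (0.0174 to 0.521), the collagens (1.93e-06 to 0.521) and the fungus-induced peptides (0.00621 to 0.521). Of the other values under an inter-gene correlation estimated for each list, 44 kept their direction and side.

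With the median over list members, the exact permutation p of the difference in mean level rose above 0.05 for the lysozymes (1.25 from 1.16, p 0.0628) in HGD-1, the phospholipid and neutral lipid genes (−0.32 from −0.31, p 0.0801), the sphingolipid genes (−0.25 from −0.27, p 0.145), the UPR metabolism genes (−0.30, p 0.266), the fungus-induced peptides (0.68 from 0.75, p 0.132) and the genes of Fig. 6a (−0.26 from −0.16, p 0.0931) in HGD-5, and the fatty acid genes (−0.29 from −0.36, p 0.128), the C-type lectins (−0.25 from −0.20, p 0.152) and the collagens (−0.52 from −0.63, p 0.0758) between HGD-5 and HGD-1. Under the median over list members, the exact permutation p of the difference in mean level fell below 0.05 for the DAF-16 targets (−0.52 from −0.27, p 0.0195) in HGD-5, and the sphingolipid genes (−0.44 from −0.04, p 0.0455) between HGD-5 and HGD-1. Given the median over list members, the difference in mean level changed sign for the sphingolipid genes (−0.23 to 0.19), the fatty acid genes (0.23 to −0.03), the glucose genes (0.30 to −0.23), the genes downregulated by HSF-1 (0.34 to −0.55), the oxidative stress genes (−0.22 to 0.29) and the SCP-like proteins (0.08 to −0.48) in HGD-1, the glucose genes (0.06 to −0.19), the genes downregulated by HSF-1 (0.31 to −0.02), the other UPR genes (0.07 to −0.05), the mitochondrial ribosome genes (0.15 to −0.10) and the SCP-like proteins (0.36 to −0.26) in HGD-5, and the phospholipid and neutral lipid genes (−0.07 to 0.04), the glucose genes (−0.25 to 0.05), the genes downregulated by HSF-1 (−0.02 to 0.53), the UPR metabolism genes (0.02 to −0.09), the oxidative stress genes (0.03 to −0.43) and the small ribosomal subunit genes (0.03 to −0.01) between HGD-5 and HGD-1. Among the remaining values under the median over list members, 59 kept their direction and side.

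With the gene length correction, the number moved for the genes lower in HGD-5 (2 to 7), the genes higher in HGD-5 than HGD-1 (789 to 1229) and the genes lower on both diets (2 to 6). Under the gene length correction, camera's adjusted p rose above 0.05 for the IIS genes (0.0309 to 0.0987), the large ribosomal subunit genes (0.00699 to 0.7), the small ribosomal subunit genes (0.0096 to 0.589) and the C-type lectins (0.0494 to 0.125) in HGD-1, and the sphingolipid genes (0.0288 to 0.164), the IIS genes (0.0197 to 0.0797), the lysozymes (0.0218 to 0.122) and the genes of Fig. 6a (0.0306 to 0.0533) in HGD-5. Given the gene length correction, camera's adjusted p fell below 0.05 for the major sperm proteins (0.382 to 0.0225) in HGD-5, and the yolk genes (0.373 to 0.0433) between HGD-5 and HGD-1. With the gene length correction, camera's direction turned upward, with its adjusted p, for the glucose genes (0.979 to 0.441) in HGD-5, and the large ribosomal subunit genes (0.861 to 0.212) and the small ribosomal subunit genes (0.881 to 0.27) between HGD-5 and HGD-1. Under the gene length correction, camera's direction turned downward, with its adjusted p, for the SCP-like proteins (0.759 to 0.937) in HGD-1, the mitochondrial ribosome genes (0.133 to 0.777) in HGD-5, and the UPR metabolism genes (0.92 to 0.912) between HGD-5 and HGD-1. Given the gene length correction, the log2 fold change changed sign for der-2 (0.05 to −0.16), gfat-1 (−0.21 to 0.17), gob-1 (−0.15 to 0.01) and tre-5 (−0.15 to 0.16) in HGD-1, far-2 (0.01 to −0.24), tps-2 (−0.01 to 0.20), tre-5 (−0.13 to 0.08) and ubxn-4 (−0.05 to 0.01) in HGD-5, and stc-1 (0.01 to −0.01) between HGD-5 and HGD-1. Under the gene length correction, 443 kept their direction and side, 28 counts moved past 1.5 times, 4 passed the threshold only here and 15 no longer passed it among the other values.

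With the gene length correction and a replicate block, whose same-numbered libraries had a mean r of 0.11 (HGD-1 and ND), 0.28 (HGD-5 and ND) and 0.46 (HGD-5 and HGD-1), the number moved for the genes higher in HGD-5 (22 to 148), the genes lower in HGD-5 (2 to 97), the genes higher in HGD-5 than HGD-1 (789 to 2166), the genes lower in HGD-5 than HGD-1 (948 to 1904), the genes higher on both diets (21 to 134) and the genes lower on both diets (2 to 87). Under the gene length correction and a replicate block, camera's adjusted p rose above 0.05 for the IIS genes (0.0309 to 0.111), the large ribosomal subunit genes (0.00699 to 0.712), the small ribosomal subunit genes (0.0096 to 0.545) and the C-type lectins (0.0494 to 0.119) in HGD-1, and the sphingolipid genes (0.0288 to 0.165), the IIS genes (0.0197 to 0.0877), the lysozymes (0.0218 to 0.136) and the genes of Fig. 6a (0.0306 to 0.0549) in HGD-5. Given the gene length correction and a replicate block, camera's adjusted p fell below 0.05 for the major sperm proteins (0.382 to 0.0328) in HGD-5. With the gene length correction and a replicate block, camera's direction turned upward, with its adjusted p, for the glucose genes (0.979 to 0.442) in HGD-5, and the large ribosomal subunit genes (0.861 to 0.237) and the small ribosomal subunit genes (0.881 to 0.299) between HGD-5 and HGD-1. Under the gene length correction and a replicate block, camera's direction turned downward, with its adjusted p, for the SCP-like proteins (0.759 to 0.738) in HGD-1, the mitochondrial ribosome genes (0.133 to 0.754) in HGD-5, and the UPR metabolism genes (0.92 to 0.822) and the genes of Fig. 6a (0.861 to 0.921) between HGD-5 and HGD-1. Given the gene length correction and a replicate block, the log2 fold change changed sign for der-2 (0.05 to −0.19), gfat-1 (−0.21 to 0.14), gob-1 (−0.15 to 0.01) and tre-5 (−0.15 to 0.05) in HGD-1, and far-2 (0.01 to −0.22), far-8 (0.24 to −0.01), tps-2 (−0.01 to 0.24) and ubxn-4 (−0.05 to 0.02) in HGD-5. For the values not listed under the gene length correction and a replicate block, 393 kept their direction and side, 69 counts moved past 1.5 times, 9 passed the threshold only here and 17 no longer passed it.

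With the mitochondrially encoded share as covariate, the number moved for the genes higher in HGD-5 (22 to 109), the genes lower in HGD-5 (2 to 70), the genes higher in HGD-5 than HGD-1 (789 to 1365), the genes higher on both diets (21 to 95) and the genes lower on both diets (2 to 66). Under the mitochondrially encoded share as covariate, camera's direction turned upward, with its adjusted p, for the glucose genes (0.979 to 0.804) in HGD-5, and the large ribosomal subunit genes (0.861 to 0.949) and the small ribosomal subunit genes (0.881 to 0.944) between HGD-5 and HGD-1. Given the mitochondrially encoded share as covariate, camera's direction turned downward, with its adjusted p, for the UPR metabolism genes (0.92 to 0.971) between HGD-5 and HGD-1. With the mitochondrially encoded share as covariate, the log2 fold change changed sign for der-2 (0.05 to −0.09) in HGD-1, and far-2 (0.01 to −0.02) and tps-2 (−0.01 to 0.06) in HGD-5. Of the other values under the mitochondrially encoded share as covariate, 453 kept their direction and side, 36 counts moved past 1.5 times, 5 passed the threshold only here and 12 no longer passed it.

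With the rRNA share as covariate, the number moved for the genes lower in HGD-5 (2 to 6) and the genes lower on both diets (2 to 6). Under the rRNA share as covariate, camera's adjusted p fell below 0.05 for the DAF-16 targets (0.0874 to 0.028) and the mitochondrial ribosome genes (0.133 to 0.00664) in HGD-5. Given the rRNA share as covariate, camera's direction turned upward, with its adjusted p, for the major sperm proteins (0.382 to 0.823) in HGD-5, and the large ribosomal subunit genes (0.861 to 0.619) and the small ribosomal subunit genes (0.881 to 0.619) between HGD-5 and HGD-1. With the rRNA share as covariate, camera's direction turned downward, with its adjusted p, for the yolk genes (0.861 to 0.971) and the genes upregulated by HSF-1 (0.871 to 0.971) in HGD-1. Under the rRNA share as covariate, the log2 fold change changed sign for act-1 (−0.04 to 0.02) in HGD-5. Among the remaining values under the rRNA share as covariate, 476 kept their direction and side, 23 counts moved past 1.5 times, 5 passed the threshold only here and 4 no longer passed it.

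With DESeq2 tested against a log2 fold change of 0.5, the number moved for the genes higher in HGD-1 (2824 to 1388), the genes lower in HGD-1 (2796 to 1032), the genes higher in HGD-5 than HGD-1 (789 to 213) and the genes lower in HGD-5 than HGD-1 (948 to 316). Under DESeq2 tested against a log2 fold change of 0.5, 282 kept their direction and side, 67 counts moved past 1.5 times and 84 no longer passed it among the other values.

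With DESeq2 tested against 0.5 with a replicate block, whose same-numbered libraries had a mean r of 0.11 (HGD-1 and ND), 0.28 (HGD-5 and ND) and 0.46 (HGD-5 and HGD-1), the number moved for the genes higher in HGD-1 (2824 to 1690), the genes lower in HGD-1 (2796 to 1722), the genes lower in HGD-5 (2 to 8), the genes higher in HGD-5 than HGD-1 (789 to 338), the genes lower in HGD-5 than HGD-1 (948 to 499) and the genes lower on both diets (2 to 6). For the values not listed under DESeq2 tested against 0.5 with a replicate block, 320 kept their direction and side, 47 counts moved past 1.5 times, 1 passed the threshold only here and 63 no longer passed it.

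Across the 6 fits that each left out one replicate number, the number of genes ranged as follows: genes higher in HGD-1 from 1779 to 3208, genes lower in HGD-1 from 1764 to 2883, genes higher in HGD-5 from 2 to 17, genes lower in HGD-5 from 0 to 2, genes higher in HGD-5 than HGD-1 from 273 to 847, genes lower in HGD-5 than HGD-1 from 331 to 816, genes higher on both diets from 2 to 17 and genes lower on both diets from 0 to 2. In the fits with 0 genes lower in HGD-5, 1263 genes (without replicate 1), 2175 (without replicate 3) and 1464 (without replicate 5) had an unadjusted p under 0.05. Leaving out replicates moved camera's adjusted p above 0.05 in at least 1 fit, with ranges in HGD-1 for the IIS genes (0.00868 to 0.0804), large ribosomal subunit genes (3.27e-06 to 0.174), small ribosomal subunit genes (1.44e-05 to 0.167) and C-type lectins (0.0279 to 0.167). Leaving out replicates moved camera's adjusted p above 0.05 in at least 1 fit, with ranges in HGD-5 for the phospholipid and neutral lipid genes (0.00379 to 0.0608), sphingolipid genes (0.00777 to 0.0889), IIS genes (0.00777 to 0.106), secretory pathway genes (0.017 to 0.0608), oocyte and early embryo genes (1.45e-06 to 0.106), lysozymes (0.00015 to 0.131) and genes of Fig. 6a (0.0133 to 0.106). Leaving out replicates moved camera's adjusted p above 0.05 in at least 1 fit, with ranges between HGD-5 and HGD-1 for the fungus-induced peptides (0.00115 to 0.0688). Other adjusted p values of camera fell below 0.05 in at least 1 fit, with ranges in HGD-1 for the secretory pathway genes (0.0474 to 0.261). Other adjusted p values of camera fell below 0.05 in at least 1 fit, with ranges in HGD-5 for the DAF-16 targets (0.0265 to 0.204), mitochondrial ribosome genes (0.00379 to 0.31), major sperm proteins (5.45e-05 to 0.885) and C-type lectins (0.0176 to 0.378). Other adjusted p values of camera fell below 0.05 in at least 1 fit, with ranges between HGD-5 and HGD-1 for the C-type lectins (0.038 to 0.23). Camera's direction changed in at least 1 of these fits, with adjusted p ranges in HGD-1 for the yolk genes (0.377 to 0.944), genes upregulated by HSF-1 (0.581 to 0.979) and SCP-like proteins (0.598 to 0.961). Camera's direction changed in at least 1 of these fits, with adjusted p ranges in HGD-5 for the glucose genes (0.532 to 0.991), yolk genes (0.0644 to 0.771), other UPR genes (0.553 to 0.961) and oxidative stress genes (0.595 to 0.991). Camera's direction changed in at least 1 of these fits, with adjusted p ranges between HGD-5 and HGD-1 for the genes downregulated by HSF-1 (0.62 to 0.995), UPR metabolism genes (0.818 to 0.993), oxidative stress genes (0.754 to 0.997), large ribosomal subunit genes (0.192 to 0.786), small ribosomal subunit genes (0.3 to 0.833) and genes of Fig. 6a (0.651 to 0.993). For the major sperm proteins in HGD-5, the direction changed in some of these fits as well. Log2 fold changes in HGD-1 changed sign in at least 1 of these fits for der-2 (−0.14 to 0.18), gfat-1 (−0.40 to 0.11), gob-1 (−0.24 to 0.10), tps-2 (−0.04 to 0.73) and tre-4 (−0.39 to 0.17). Log2 fold changes in HGD-5 changed sign in at least 1 of these fits for act-1 (−0.19 to 0.15), far-2 (−0.05 to 0.16), gfat-1 (−0.51 to 0.15), gfat-2 (−0.50 to 0.03), tps-2 (−0.26 to 0.38), tre-2 (−0.02 to 0.36), tre-3 (−0.07 to 0.35), tre-4 (−0.47 to 0.12), tre-5 (−0.62 to 0.31) and ubxn-4 (−0.10 to 0.07). Log2 fold changes between HGD-5 and HGD-1 changed sign in at least 1 of these fits for der-2 (−0.02 to 0.28) and stc-1 (−0.34 to 0.40). The other values of each fit kept their direction and side in 380 to 468 cases and lost their significance in 18 to 71.

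One sequencing run only, which was set as an alternative before the data were examined, was not run, because the deposited table holds one column per library and none per run. Leaving out each replicate number in turn leaves 5 libraries per diet, and the smaller number of libraries was not separated from the effect of the library left out.

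Depth limits the size of the change for the genes whose libraries of one diet were all at or under 3 counts. For fbxb-33 and sdz-10 in HGD-1, and for Y38E10A.9 in HGD-5, only a lower bound of the fold change in mean level can be given, as 3 counts correspond to 0.0887 CPM in HGD-1 and 0.0772 CPM in HGD-5.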

Differences from the paper's values

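The paper's text gives 124 genes higher on both high glucose diets, against 21 here. Of the alternatives set before the data were examined, DESeq2 with an absolute log2 fold change above 1 gave 177, within 1.5 times of the paper's value, and none of the others did. The gene length correction with a replicate block (134) and the mitochondrially encoded share as covariate (95) also came within 1.5 times, and both were chosen after seeing the values. The paper's text gives 50 genes lower on both diets, against 2 here. DESeq2 with an absolute log2 fold change above 1 (72) and a replicate block in edgeR (35, with a mean correlation of same-numbered libraries of 0.11 for HGD-1 and 0.28 for HGD-5) came within 1.5 times, and the other alternatives set before the data were examined did not. The mitochondrially encoded share as covariate gave 66, and was chosen after seeing the values.

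For HGD-1, the paper shows about 1200 genes higher in Fig. 2, read by eye, against 2824 here. Library size as the only scaling (1643) and leaving out replicate 4 (1779) came within 1.5 times, and the other alternatives set before the data were examined did not. The paper shows about 1200 genes lower in Fig. 2, read by eye, against 2796 here, and at least 10 counts in every library (1789) and leaving out replicate 4 (1764) came within 1.5 times, while the others did not. DESeq2 tested against a log2 fold change of 0.5 gave 1388 higher and 1032 lower, and with a replicate block 1690 higher and 1722 lower, and both were chosen after seeing the values. In HGD-5, the paper shows about 140 genes higher in Fig. 2, read by eye, against 22 here. DESeq2 with an absolute log2 fold change above 1 gave 200 and the other alternatives set before the data were examined did not come within 1.5 times. The gene length correction with a replicate block (148) and the mitochondrially encoded share as covariate (109) did, and were chosen after seeing the values. The paper shows about 59 genes lower in HGD-5 in Fig. 2, read by eye, against 2 here. DESeq2 with an absolute log2 fold change above 1 gave 79, and the other alternatives set before the data were examined did not come within 1.5 times. The mitochondrially encoded share as covariate gave 70, and was chosen after seeing the values. The tables of comparisons that the authors deposited hold 1388 genes higher and 1032 lower in HGD-1 and 15 higher and 2 lower in HGD-5 at an adjusted p below 0.05, and 14 and 2 on both diets.

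The paper states that systems of reproduction were upregulated on both diets. The oocyte and early embryo genes were lower in HGD-1, with a mean level difference of −1.07 (exact permutation test, p = 0.00216). In HGD-5, their difference was −0.41 (exact permutation test, p = 0.039, and exact sign flips of pairs, p = 0.0625), with 0 of 36 genes past the threshold (1 lower with a replicate block) and 11 at an unadjusted p below 0.05, so a fall there is uncertain. Of the major sperm proteins, 24 of 29 genes were higher in HGD-1, but 1 with a replicate block (mean correlation of same-numbered libraries 0.11), and the mean level did not pass the threshold (exact permutation test, p = 0.0996, and exact sign flips, p = 0.25). In HGD-5, 0 of them passed the threshold (0 at an unadjusted p below 0.05). These lists stand in for the paper's gene sets, which were not analysed here. The paper states that HSF-1 targets went in both directions in HGD-1, and that in HGD-5 only those downregulated by HSF-1 differed. Here the mean level of neither list differed in HGD-1 (exact permutation test, p = 0.816 and p = 0.0671) or in HGD-5 (exact permutation test, p = 0.19 and p = 0.229), with 1 and 4 members higher and 1 and 2 lower in HGD-1. The genes downregulated by HSF-1 were higher with at least 10 counts required in every library, by 1.4 in HGD-1 (exact permutation test, p = 0.00216) and by 0.67 in HGD-5 (exact permutation test, p = 0.0152). A replicate block (1 member, mean correlation of same-numbered libraries 0.28), DESeq2 (1), DESeq2 with an absolute log2 fold change above 1 (1), DESeq2 with a replicate block (2), and the gene length correction with a replicate block, chosen after seeing the values (1), called members in HGD-5, all higher. The median over members was −0.55 in HGD-1 (exact permutation test, p = 0.0346).

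The paper states that stc-1, fipr-24 and sec-11 were upregulated on a high glucose diet. In HGD-5, the adjusted p was 0.278 for stc-1, 0.287 for fipr-24 and 0.39 for sec-11 (edgeR, Benjamini-Hochberg), and fipr-24 passed the threshold there only with DESeq2 and a replicate block (log2 fold change 1.26, adjusted p = 0.0218, with a mean correlation of same-numbered libraries of 0.28). In HGD-1, the adjusted p of stc-1 was 0.0565, and stc-1 passed the threshold with DESeq2 (adjusted p = 0.0194), DESeq2 size factors in edgeR (0.046), at least 10 counts in every library (0.0354), without replicate 3 (0.0372), without replicate 6 (0.0357), and the gene length correction (0.0365), which was chosen after seeing the values. The paper states that more UPR genes were upregulated in HGD-5 than in HGD-1. Compared to ND, 0 of the Fig. 6a genes were higher in HGD-5 (13 in either direction at an unadjusted p below 0.05, with 34 positive and 69 negative log2 fold changes) and 14 in HGD-1. HGD-5 against HGD-1 gave 2 higher and 2 lower, with 54 positive and 49 negative log2 fold changes. More genes passed the threshold as higher than as lower between HGD-5 and HGD-1 with library size as the only scaling (2 and 0) and without replicate 2 (2 and 1), and in the other settings their number was equal or smaller. The paper names 6 genes of ERAD as highly expressed in HGD-5, none of which passed the threshold in HGD-5 against ND or against HGD-1 under any setting, with adjusted p between 0.437 and 0.945 against ND.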

Other observations

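In this part, the tests of the osmotic response, of fewer embryos, of the replicate number behind the mitochondrially encoded share and of gene length behind the ribosomal protein genes were chosen only after the result was seen.

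Genes of the UPR branches had negative log2 fold changes in HGD-1, of −0.92 for ire-1 (adjusted p = 0.141, edgeR with Benjamini-Hochberg adjustment, 4 exon bases shared with unc-105), −0.68 for xbp-1 (adjusted p = 0.0513), −0.65 for atf-6 (adjusted p = 0.242) and −0.48 for pek-1 (adjusted p = 0.373). With a replicate block, 2 of the 4 genes were lower in HGD-1, or all 4 after adjustment over these genes alone (mean correlation of same-numbered HGD-1 and ND libraries 0.11), while their mean level differed by −0.86 without passing the threshold (exact permutation test, p = 0.0606, and exact sign flips of pairs, p = 0.125). None of these 4 genes passed the threshold in HGD-5, where 0 had an unadjusted p below 0.05. Of the genes the paper measured by quantitative PCR, cht-1 (45 exon bases shared with slcf-2) changed by −2.36 in HGD-1 (adjusted p = 8.78e-05, edgeR with Benjamini-Hochberg adjustment), hsp-4 by −0.72 (adjusted p = 0.03) and cbp-3 by 1.09 (adjusted p = 0.0463), and none passed the threshold in HGD-5, where 0 had an unadjusted p below 0.05. The paper's quantitative PCR was done in younger worms, and after a shorter time on glucose, than the sequencing. The sequencing values of cht-1, hsp-4 and cbp-3 therefore do not test the quantitative PCR result. The value of cbp-3 is uncertain, as 537 of its exon bases are shared with cbp-2 and another gene.

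The log2 fold changes of HGD-1 and HGD-5 against ND had a Pearson r of 0.72 across genes, which could rest on the ND libraries they share. With disjoint sets of 3 ND libraries for the 2 diets, the median r over 20 choices was 0.54 (0.4 to 0.62), so the correlation is not due to the shared ND libraries alone. Same-numbered HGD-5 and HGD-1 libraries were also alike, with a mean correlation across genes of 0.46. How much of the remaining r rests on that likeness was not tested.

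Short genes tended to be higher on both diets, with a Spearman rho between log2 fold change and exon length of −0.29 in HGD-1 and −0.38 in HGD-5 across genes, which are not independent replicates. The 77 cytosolic ribosomal protein genes have a median exon length of 530 bases against 1324 for all tested genes. After each library was corrected for a trend on exon length, rho was −0.03 and −0.04, and camera's adjusted p for the large and small subunit was 0.7 and 0.589 in HGD-1 and 0.00628 and 0.00288 in HGD-5. In HGD-1, the rise of the ribosomal protein genes by camera cannot be told apart from gene length, a candidate explanation, while in HGD-5 gene length did not remove it. The rise in HGD-5 is itself uncertain, as camera's adjusted p was 0.48 and 0.463 with an estimated inter-gene correlation, and the mean levels of the large and small subunit did not pass the threshold (exact permutation test, p = 0.113 and p = 0.0996, and exact sign flips of pairs, p = 0.156 for each).

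The share of mitochondrially encoded counts differed between libraries of a diet, from 0.0665% to 0.811% in ND, 0.0851% to 0.9085% in HGD-1 and 0.0658% to 0.762% in HGD-5. Over all 3 diets, same-numbered libraries were not shown to be more alike than others (permutation test, p = 0.101). For single comparisons, the r of the log2 share between same-numbered libraries was 0.07 for HGD-1 and ND (exact one-sided permutation of pairings, p = 0.447), 0.29 for HGD-5 and ND (exact permutation, p = 0.311) and 0.82 for HGD-5 and HGD-1 (exact permutation, p = 0.025, or 0.075 after Benjamini-Hochberg adjustment over the 3 comparisons). Replicate 6 had a low share in each diet (0.0671% in ND, 0.0851% in HGD-1 and 0.0658% in HGD-5). Replicate 2, in contrast, had the lowest share of ND (0.0665%) and the highest of HGD-1 (0.9085%) and HGD-5 (0.762%). A part played by the replicate number is therefore neither shown nor excluded. Over the 18 libraries, the share was not shown to follow the total counts (Pearson r = −0.36, permutation test, p = 0.139, Spearman rho = −0.39, permutation test, p = 0.111), and r was −0.28 over the 16 libraries left without the 2 farthest. No biological explanation was tested for the share.

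Chosen after their values were seen, gpdh-1 (73 exon bases shared with gadr-6) and hmit-1.1 were higher on both diets, with log2 fold changes of 3.64 (adjusted p = 9.8e-05, edgeR with Benjamini-Hochberg adjustment) and 2.29 (adjusted p = 0.00145) in HGD-1 and of 2.84 (adjusted p = 0.0277) and 2.91 (adjusted p = 0.0135) in HGD-5, in 6 of 6 pairs each. A candidate explanation is an osmotic response to glucose. The other 8 genes of a list of osmotic response genes, written after these 2 were seen and before its members were looked at, had a mean level 0.26 higher in HGD-5, in 4 of 6 pairs (exact permutation test, p = 0.245), and 0.36 higher in HGD-1, in 5 of 6 pairs (exact permutation test, p = 0.0758), where 1 of the 8 genes passed the threshold and 6 had positive log2 fold changes. A response across the list was not shown, and with 8 genes it is not excluded.

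A candidate explanation for part of the genes lower in HGD-1 is that the worms held fewer embryos. A list of genes first transcribed in embryos was written after the genes with the largest changes were seen, and tbx-38 was left out because it was among them. Of the 16 genes tested, 12 were lower and 1 higher in HGD-1, and the mean level differed by −1.59, with 0 of 6 pairs higher (exact permutation test, p = 0.00216, the smallest it can give). In HGD-5, the mean level differed by −0.45, with 2 of 6 pairs higher (exact permutation test, p = 0.0281, and exact sign flips of pairs, p = 0.125, where same-numbered libraries had a mean correlation across genes of 0.28). HGD-5 exceeded HGD-1 by 1.14 in 6 of 6 pairs (exact permutation test, p = 0.00216). These values are consistent with fewer embryos in HGD-1, as a hypothesis found and tested on the same data, and lower transcription in the same number of embryos cannot be told apart from it.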
